# Oxysterol derivatives Oxy186 and Oxy210 inhibit WNT signaling in non-small cell lung cancer

**DOI:** 10.1186/s13578-022-00857-9

**Published:** 2022-07-30

**Authors:** Liu-Ya Tang, Marie Spezia, Ting Chen, Jee-Hye Shin, Feng Wang, Frank Stappenbeck, Andres M. Lebensohn, Farhad Parhami, Ying E. Zhang

**Keywords:** Oxysterol, WNT, Hedgehog, NSCLC

## Abstract

**Background:**

Developmental signaling pathways such as those of Hedgehog (HH) and WNT play critical roles in cancer stem cell self-renewal, migration, and differentiation. They are often constitutively activated in many human malignancies, including non-small cell lung cancer (NSCLC). Previously, we reported that two oxysterol derivatives, Oxy186 and Oxy210, are potent inhibitors of HH/GLI signaling and NSCLC cancer cell growth. In addition, we also showed that Oxy210 is a potent inhibitor of TGF-β/SMAD signaling. In this follow-up study, we further explore the mechanism of action by which these oxysterols control NSCLC cell proliferation and tumor growth.

**Results:**

Using a GLI-responsive luciferase reporter assay, we show here that HH ligand could not mount a signaling response in the NSCLC cell line A549, even though Oxy186 and Oxy210 still inhibited non-canonical GLI activity and suppressed the proliferation of A549 cells. Further, we uncover an unexpected activity of these two oxysterols in inhibiting the WNT/β-catenin signaling at the level of LRP5/6 membrane receptors. We also show that in a subcutaneous xenograft tumor model generated from A549 cells, Oxy186, but not Oxy210, exhibits strong inhibition of tumor growth. Subsequent RNA-seq analysis of the xenograft tumor tissue reveal that the WNT/β-catenin pathway is the target of Oxy186 in vivo.

**Conclusion:**

The oxysterols Oxy186 and Oxy210 both possess inhibitory activity towards WNT/β-catenin signaling, and Oxy186 is also a potent inhibitor of NSCLC tumor growth.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00857-9.

## Background

Non-small cell lung cancer (NSCLC) accounts for about 85% of all lung cancers and is the leading cause of cancer-related death worldwide [1]. Because most NSCLC patients are diagnosed at advanced stages and are usually not very responsive to conventional chemo- and radio-therapies, the treatment options for NSCLC are limited [2]. During the past decades, several targeted therapies have been developed for NSCLC, including those targeting mutations in EGFR, ALK, ROS1, BRAF and VEGF [3]; however, new treatments are still needed, especially for patients without such mutations. Developmental signaling pathways, such Hedgehog (HH) and WNT, play important roles in maintaining cancer stem cells. Their dysfunction often leads to cancer and underpins the reoccurring resistance to current therapies, causing cancer relapse [4, 5]. Targeting these developmental signaling pathways offers an alternative route toward developing novel treatments for advanced NSCLC.

HH signaling is initiated when the ligand-engaged receptor Patched1 (PTCH1) releases its repression on the transmembrane signal transducer Smoothened (SMO), thereby allowing SMO to traverse into the primary cilium and activate GLI transcription factors [6]. The WNT/β-catenin pathway is activated upon binding of WNT ligands (e.g. WNT1 or WNT3) to Frizzled (FZD) receptors and lipoprotein receptor–related proteins 5/6 (LRP5/6) co-receptors [7]. The LRP5/6 receptors then recruit Dishevelled (DVL) proteins to the plasma membrane, and in turn inactivate a destruction complex that contains the scaffold proteins AXIN and adenomatous polyposis coli (APC), as well as casein kinase 1α (CSNKA1) and glycogen synthase kinase 3β (GSK3B). This leads to the stabilization of the transcriptional co-activator β-catenin (CTNNB1), enabling it to enter the nucleus and form an active transcriptional complex with transcription factors of the lymphoid enhancer factor (LEF) and T-cell factor (TCF) families. Dysregulation of either the HH or WNT pathways frequently occurs in basal cell carcinoma, medulloblastoma, colorectal cancer and lung cancer [8, 9].

Oxysterols are derivatives of cholesterol that are formed naturally by oxidation, or can be synthesized in the laboratory using commercially available precursors (*eg.* pregnenolone) [10, 11]. These compounds are known to be either activators or inhibitors of the HH signaling pathway [12, 13]. Previously, we reported on two semisynthetic oxysterol derivatives, Oxy186 and Oxy210, that potently inhibit HH signaling downstream of SMO, possibly by inhibiting *GLI1* expression and/or GLI transcriptional activity in the HH pathway [11, 14]. In addition, Oxy210 showed propensity to inhibit TGF-β signaling by blocking the TGF-β type I receptor-mediated phosphorylation of downstream mediators SMAD2 and SMAD3 [11]. Both Oxy186 and Oxy210 are capable of inhibiting the proliferation of the NSCLC cell lines A549 and H2030 [11, 14], and we postulated that this activity was possibly due to suppression of HH/GLI signaling, which is known to play an important role in tumor growth associated with NSCLC [15]. In the present follow-up study, however, we found that A549 cells are not responsive to Sonic Hedgehog (SHH) ligand, suggesting that mechanisms other than canonical HH signaling might be at play. Here we show that Oxy186 and Oxy210 can also inhibit WNT/β-catenin signaling, most likely at the level of LRP5/6 receptors. In addition, Oxy186, but not Oxy210, also inhibits A549 xenograft tumor growth in vivo, and RNA-seq analysis of Oxy186-treated xenograft tumor samples confirmed the inhibition of WNT target gene expression, including *MYC* and *Cyclin D1* (*CCND1*). These results indicate that Oxy186 is a dual inhibitor of HH and WNT signaling, making it a potential candidate for developing new targeted therapies for NSCLC.

## Results

### A549 cells are not responsive to HH stimulation

We previously showed that Oxy186 and Oxy210 suppressed A549 cell proliferation, possibly by inhibiting GLI activity in the HH pathway [11, 14]. However, the transcriptional activity of a GLI-responsive luciferase reporter transiently introduced into A549 cells was not induced by treatment with conditioned media containing N-terminal SHH (SHH CM) (Fig. 1A, left panel). The same reporter can be activated in mouse embryonic fibroblasts (MEFs) by the same SHH CM (Fig. 1A, right panel), indicating that A549 cells are not responsive to HH stimulation. Consistent with the lack of HH signaling responsiveness, Oxy186, Oxy210 and two established HH/SMO inhibitors, SANT-1 and cyclopamine [16], did not inhibit HH signaling in A549 cells as they did in MEFs (Fig. 1A). Having found that A549 cells lack a HH signaling response, we repeated the previous cell proliferation assays [11, 14] and indeed found that the SMO inhibitor cyclopamine was unable to suppress A549 cell growth, but both Oxy186 and Oxy210 strongly suppressed cell growth (Fig. 1B). Since the presence of primary cilia is indispensable for HH signaling in mammalian cells [17], we examined the formation of primary cilia in over-confluent A549 cells and MEFs. Consistent with the lack of HH signaling responsiveness, primary cilia were only sparsely detected in A549 cells compared to MEFs (Fig. 1C).

**Fig. 1:**
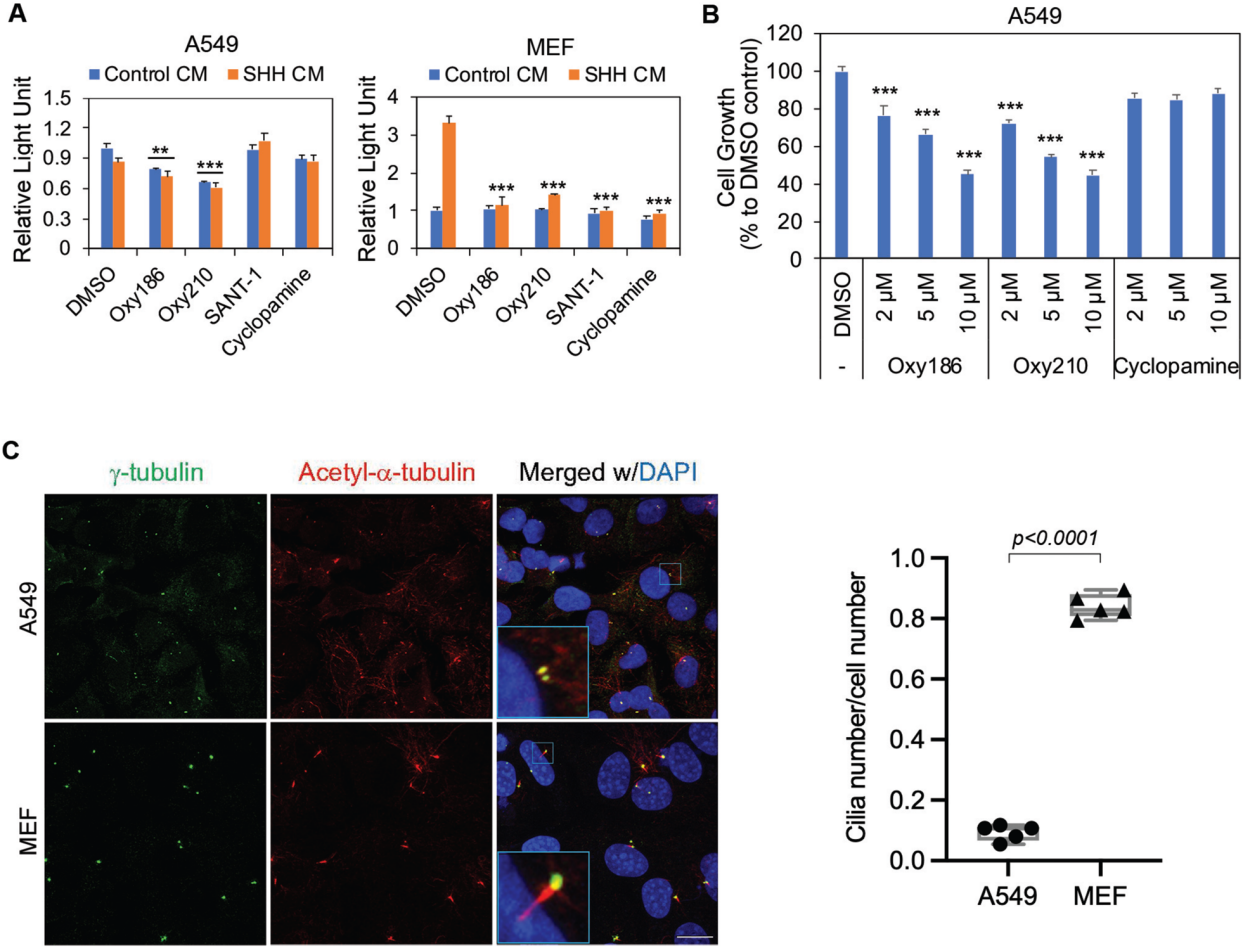
A549 cells are not responsive to SHH stimulation. **A**. Ligand-induced HH signaling takes place in MEFs, but not in A549 cells. A549 cells and MEFs transfected with 8xGliBS-Luc and pRK-TL were treated with DMSO, Oxy186, Oxy210 or the HH signaling inhibitors SANT-1 or cyclopamine, and stimulated with control CM or SHH CM. After 24 h, Firefly luciferase activity was measured and normalized to Renilla luciferase activity. Data from a representative experiment are reported as the mean of triplicate measurements ± SD (**p < 0.02, *** p < *0.001* vs. SHH CM-treated DMSO control). **B** Inhibition of A549 cell proliferation by Oxy186 and Oxy210, but not by HH/SMO inhibitor cyclopamine. A549 cell proliferation was measured after treating cells with the indicated compounds in DMEM containing 0.1% FBS for 2 days. Data from a representative experiment are reported as the mean of triplicate measurements ± SD (*** p < *0.001* vs. DMSO control). **C**. Primary cilia were only sparsely detected in A549 cells. Primary cilia were identified using immunofluorescence as acetylated-α-tubulin-positive axonemes proximal to γ-tubulin-positive basal bodies. Bar = 15 µm. The marked square areas are shown at higher magnification in the merged panels. Ratio of ciliated A549 cells or MEFs at 48 h after serum starvation are shown on the right. Data are reported as the mean from five different fields ± SD

### Oxy186 and Oxy210 suppress A549 cell proliferation through non-canonical GLI, and WNT/β-catenin pathways.

Besides the canonical, ligand-induced HH signaling, SMO-independent, non-canonical ways to activate GLI have been reported in many cancers [18]. A549 cells were previously reported to harbor high GLI activity despite their lack of responsiveness to SMO inhibitors [19]. Consistent with these findings, at the highest concentration tested (40 µM), the GLI inhibitor GANT61 [20] was able to suppress the basal activity of the GLI-luciferase reporter in A549 cells in the absence of HH ligand stimulation (Fig. 2A). Oxy186 and Oxy210 were also able to suppress the GLI-luciferase reporter to the same extent as GANT61 (Fig. 2A). Furthermore, GANT61 inhibited A549 cell growth in a dose-dependent manner (Fig. 2B), indicating that A549 cells are subject to growth inhibition of clamping down GLI activities, which is in line with our previous report [11, 14]. Unexpectedly, FH535, an inhibitor of WNT/β-catenin signaling [21], also strongly suppressed A549 cell growth (Fig. 2B), and both Oxy186 and Oxy210 could further inhibit A549 cell growth even in the presence of the GLI inhibitor GANT61 or the WNT/β-catenin inhibitor FH535 (Fig. 2C). These results suggest that these two oxysterols probably act on both the GLI and WNT/β-catenin pathways. Since Oxy210 was also previously reported as an inhibitor of TGF-β signaling [11], we tested the effect of SB431542, a well-known inhibitor of TGF-β type I receptors [22], on A549 cell proliferation. The results clearly showed that SB431542 does not suppress A549 cell growth (Fig. 2B), indicating that the mechanism whereby Oxy210 suppresses cell growth in A549 cells is not through inhibition of TGF-β signaling.

**Fig. 2:**
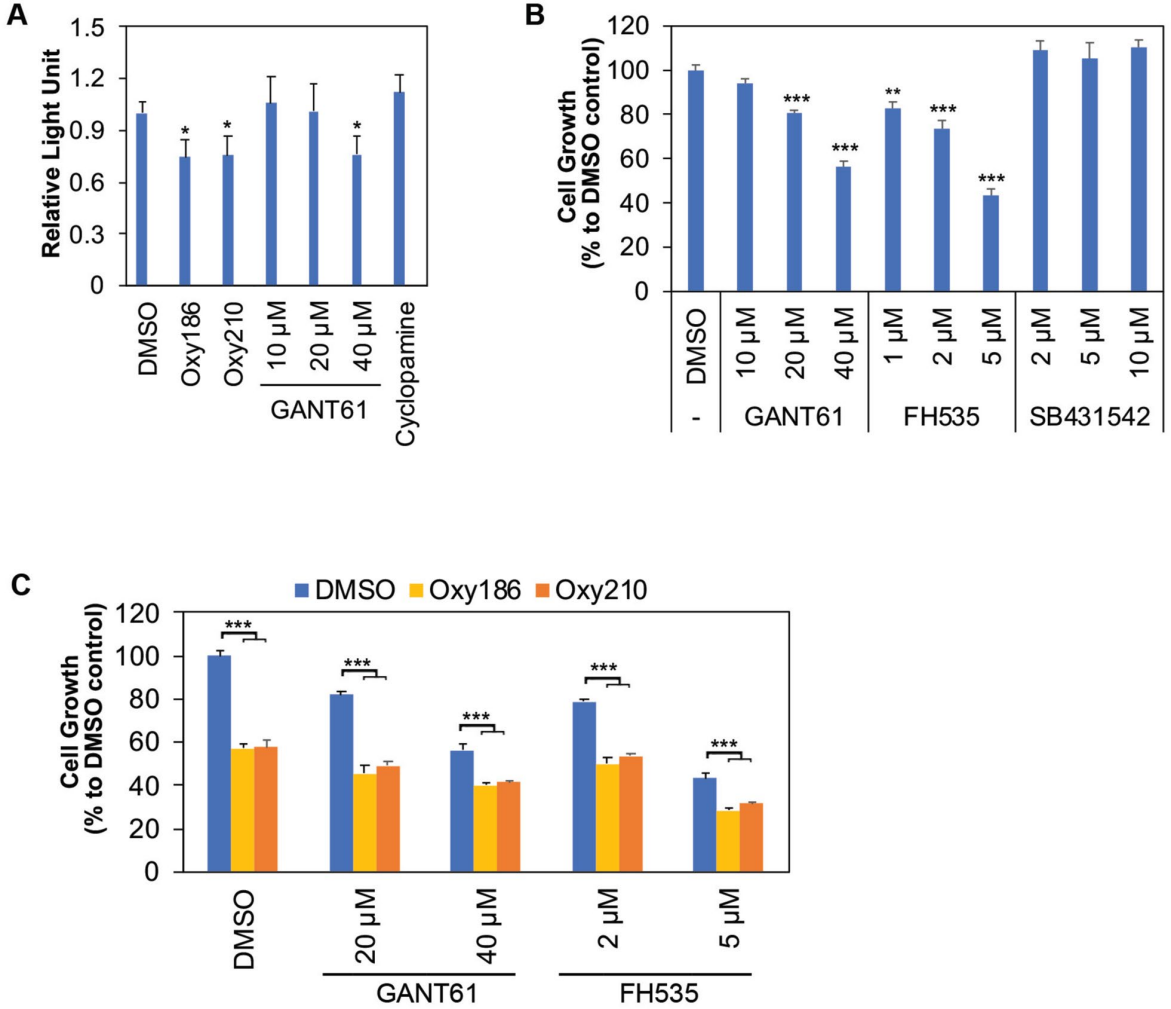
Oxy186 and Oxy210 inhibit A549 cell proliferation through non-canonical GLI and WNT/β-catenin pathways. **A**. Basal 8xGliBS-Luc reporter activity in A549 cells treated with Oxy186, Oxy210, the GLI inhibitor GANT61, or the SMO inhibitor cyclopamine. Data from a representative experiment are reported as the mean of triplicate measurements ± SD (*p < *0.05* vs. DMSO control). **B**. GLI inhibitor GANT61 and WNT pathway inhibitor FH535, but not TGF-β type I receptor inhibitor SB431542, inhibit A549 cell proliferation. Data from a representative experiment are reported as the mean of quadruplicate measurements ± SD (**p < 0.02; ***p < *0.001* vs. DMSO control). **C**. Oxy186 (10 µM) and Oxy210 (10 µM) further inhibited A549 cell growth in the presence of GLI inhibitor GANT61 or WNT pathway inhibitor FH535. Data from a representative experiment are reported as the mean of quadruplicate measurements ± SD (***p < *0.001)*

### Oxy186 and Oxy210 inhibit WNT/β-catenin signaling.

To test if Oxy186 and Oxy210 possess WNT pathway inhibitory activities, we performed the WNT-dependent TOPflash reporter assay in A549 cells and found that WNT3A conditioned medium (WNT CM) induced a robust increase in luciferase activity, which was inhibited by FH535 as expected (Fig. 3A). Both Oxy186 and Oxy210 significantly inhibited the luciferase reporter activity, but Oxy189, another oxysterol derivative previously used as a negative control, did not (Fig. 3A), suggesting that the WNT inhibitory activity is specific to Oxy186 and Oxy210. Moreover, Oxy186 and Oxy210 were able to inhibit WNT3A-induced TOPflash activity even in a cell line in which both *Gli1* and *Gli*2 genes were knocked out (Fig. 3B), indicating that the inhibitory role of Oxy186 and Oxy210 on WNT signaling is independent of their ability to inhibit GLI signaling.

**Fig. 3:**
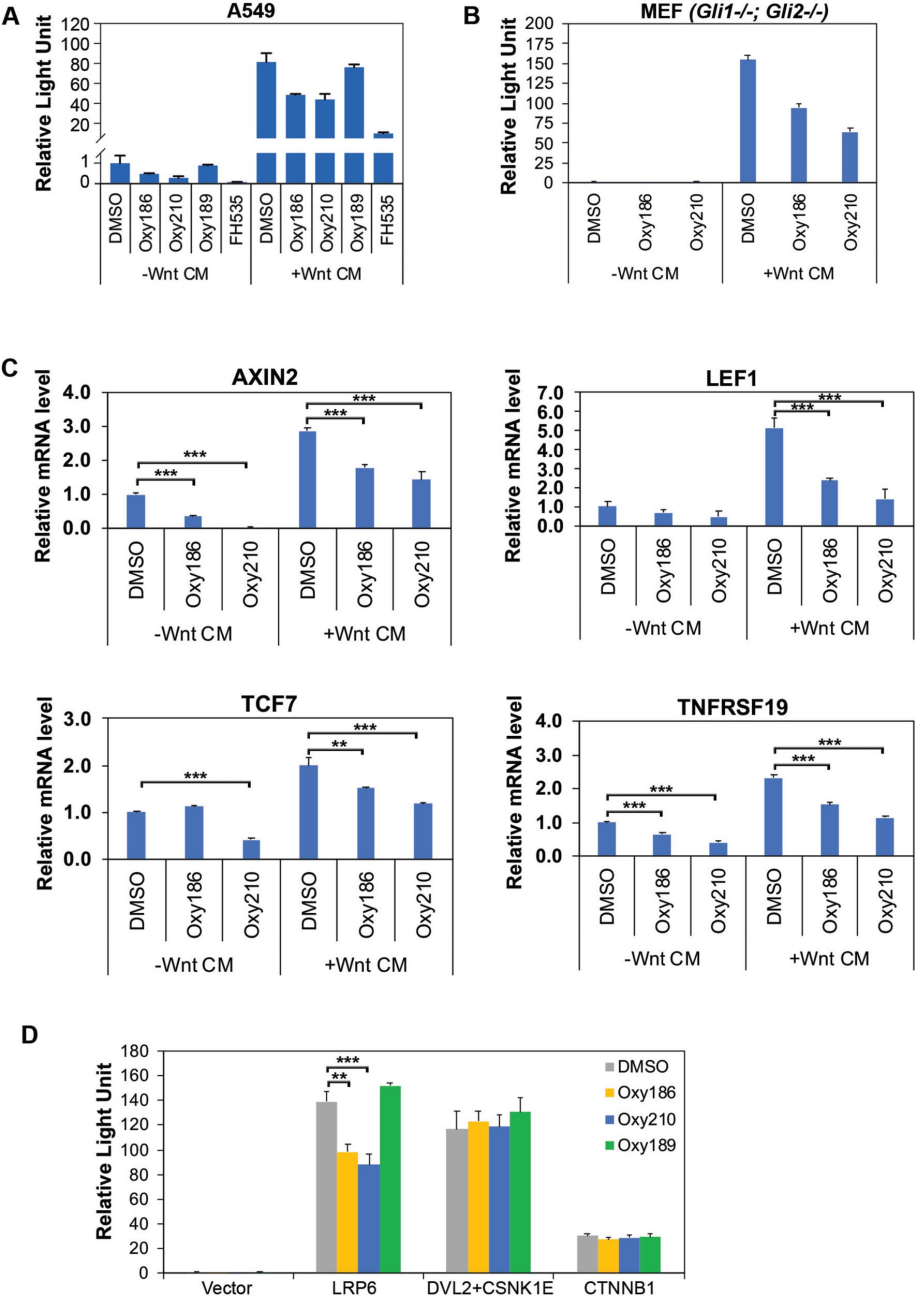
Oxy186 and Oxy210 inhibit WNT signaling in A549 cells. **A**. Oxy186 and Oxy210 inhibit WNT reporter (TOPflash) luciferase activity in A549 cells. A549 cells transfected with TOPflash and pRL-TK were treated with the indicated compounds in the absence or presence of WNT CM. After 24 h, Firefly luciferase activity was measured and normalized to Renilla luciferase activity. Oxy186 and Oxy210 inhibited WNT signaling, while the control Oxy189 did not. The WNT pathway inhibitor FH535 is shown as a positive control. Data from a representative experiment are reported as the mean of triplicate measurements ± SD. **B**. Oxy186 and Oxy210 inhibit WNT reporter luciferase activity independent of GLI activities. TopFlash luciferase assays were performed as above. Oxy186 and Oxy210 inhibit WNT CM-induced TOPflash luciferase activity in *Gli1*^*−/−*^;*Gli2*^*−/−*^ MEFs. **C**. Oxy186 and Oxy210 inhibit WNT pathway target gene expression. A549 cells were cultured in the absence or presence of WNT CM for 24 h, RNA was extracted and analyzed by RT-qPCR for the expression of the indicated genes and normalized to *RPS18* expression. Data reported as the mean (n = 5) ± SD (*** p < *0.001*; ** p < *0.02*). **D**. Oxy186 and Oxy210 inhibit TOPflash luciferase activity induced by expression of the WNT co-receptor LRP6, but not by expression of a combination of DVL2 and CSNK1E, or by CTNNB1. A549 cells were transfected with TOPflash and pRL-TK as well as the indicated plasmids, and treated with Oxy186, Oxy210 or control Oxy189 for 24 h before harvesting for luciferase assays. Data from a representative experiment are reported as the mean of triplicate measurements ± SD (***p < 0.001; **p < *0.02*)

To corroborate results from the luciferase reporter assay, we examined the expression levels of several WNT target genes in A549 cells, namely *AXIN2*, *LEF1*, *TCF7* and *TNFRSF19*, by real-time quantitative PCR (RT-qPCR). As shown in Fig. 3C, WNT CM induced the expression of all four genes, and both Oxy186 and Oxy210 inhibited this effect.

During WNT/β-catenin signaling, binding of extracellular WNT ligands to the membrane-bound FZD and LRP5/6 receptors results in the signaling transduction through DVL [7], which in cooperation with casein kinase 1ε (CSNK1E) promotes the accumulation of CTNNB1 to elicit transcriptional responses [23, 24]. To determine at which step of this signal transduction cascade Oxy186 and Oxy210 exert their inhibition, we tested the ability of these two compounds to modulate the induction of TOPflash activity by overexpression of LRP6, a combination of DVL2 and CSNK1E, or CTNNB1 in A549 cells. In this setting, Oxy186 and Oxy210, but not the negative control oxysterol Oxy189, inhibited the TOPflash activity induced by LRP6; however, Oxy186 and Oxy210 were not able to inhibit that induced by DVL2 and CSNK1E or by CTNNB1 (Fig. 3D), suggesting that Oxy186 and Oxy210 likely work at the receptor level.

### Differential inhibition of xenograft tumor growth by Oxy186 and Oxy210

To examine the efficacy of the oxysterols in inhibiting tumor growth in vivo, we tested Oxy186 and Oxy210 in a subcutaneous xenograft tumor model generated from A549 cells in nude mice. After the tumor size reached an average of ~ 100 mm^3^, the compounds were administered daily via oral gavage at a dose of 50 mg/kg (Fig. 4A). This treatment regimen was well tolerated, as mice in all 3 randomized experimental groups maintained similar body weight throughout the 18 days of treatments (Fig. 4B, left panel), during which we were able to complete data collection on all experimental mice. From the relative tumor volume data (Fig. 4B, right panel), we found that Oxy186 started to inhibit tumor growth at day 8, and significantly reduced the relative tumor volume from day 11 to day 18 of treatment, compared to that of the vehicle control. Surprisingly, Oxy210 did not show such inhibitory effect, and its effect on tumor growth was indistinguishable from that of the vehicle control (Fig. 4B, right panel). The absolute tumor volumes were also significantly reduced in the Oxy186 treatment group starting at day 8 (Fig. 4C).

**Fig. 4:**
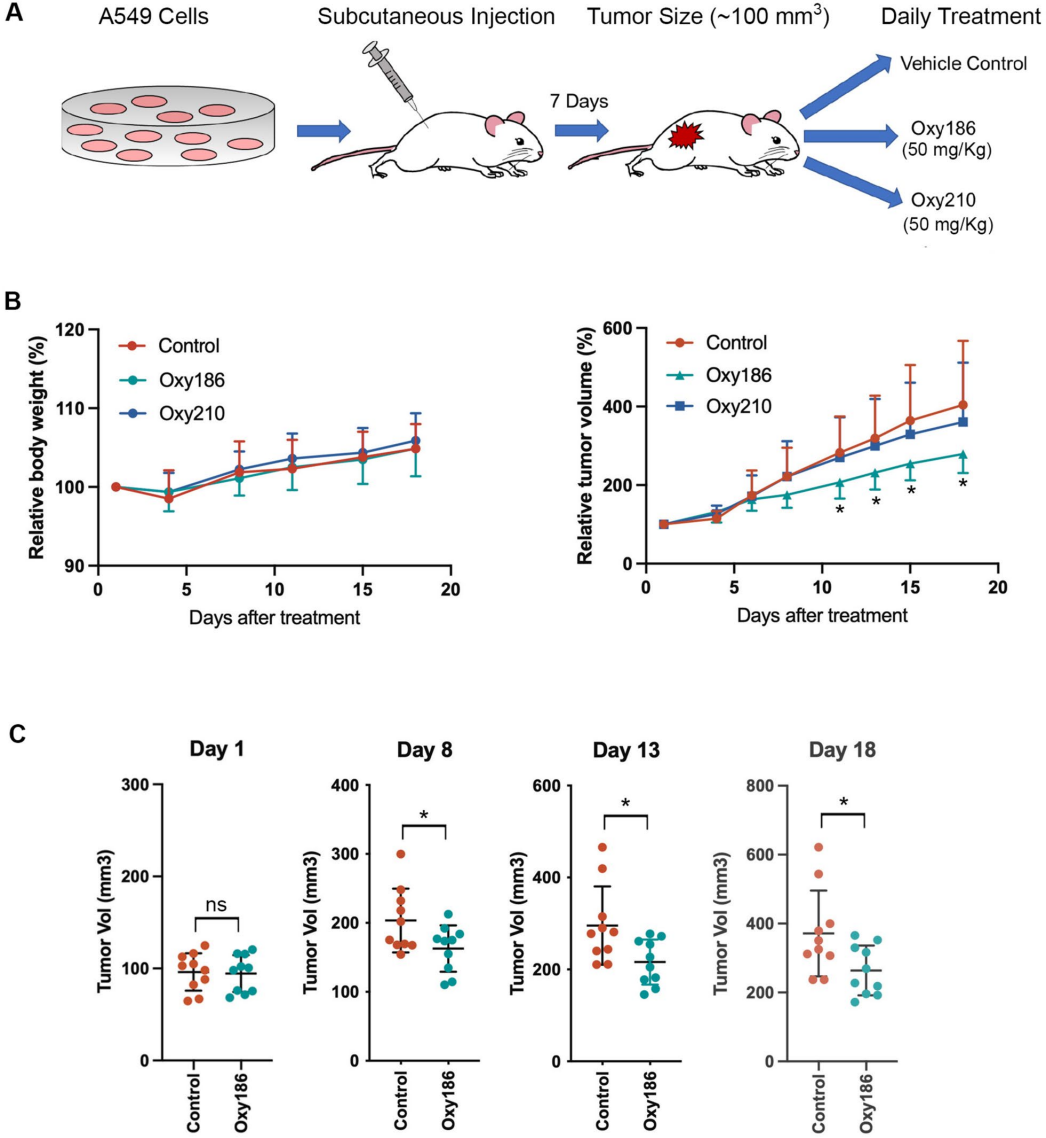
Inhibition of A549 cell-derived xenograft growth by Oxy186. **A**. Scheme of A549 cell-derived subcutaneous xenograft and subsequent treatment with Oxy186 or Oxy210. **B**. Relative animal body weight (body weight normalized to day 0 of oxysterol treatment) and relative tumor volume (tumor volume normalized to day 0 of oxysterol treatment). Data reported as the mean of 10 animals (n = 10) ± SD (*p < *0.05* vs. control). **C**. Absolute tumor volume of control and Oxy186-treated animals (n = 10) at day 1, day 8, day 13 and day 18 of treatment (*p < *0.05* vs. control)

### Basal cell carcinoma pathway is enriched in differentially expressed genes from Oxy186-treated xenografts

To determine which molecular pathways are targeted by Oxy186 to exert its tumor-suppressing activity, we extracted RNA from control, Oxy186-treated and Oxy210-treated xenografts and performed RNA-seq analyses. 

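RNA-seq covered 21 subcutaneous tumors: 7 from vehicle-treated control mice, 7 from mice given Oxy186 and 7 from mice given Oxy210, each compound at 50 mg/kg. The tumors were grown from A549 cells, a human lung adenocarcinoma line, so they hold human cancer cells together with mouse stroma and vessels. The authors trimmed the reads, aligned them to a combined human and mouse genome with STAR, kept only alignments to the human genome and counted uniquely mapped reads on each human gene with featureCounts. They deposited these raw counts for 60651 genes, together with log2 CPM values for the control group and Oxy186-treated samples r1-r4 after filtering and TMM normalization in edgeR. The paper's text does not state whether reads were counted by strand, so counts on overlapping or antisense genes are uncertain. Total counts on human genes ranged from 13818998 to 17865119 per control tumor (median 15082627), from 14008787 to 15776682 in the Oxy186 group (median 15031344) and from 13787493 to 15758662 in the Oxy210 group (median 14992492), so depth overlapped between the groups. Even the most similar pair of tumors in any group differed by more than sampling noise (chi-square per degree of freedom of 10.9 over genes), and each tumor was taken as 1 replicate. Log2 CPM recomputed from the raw counts differed from the deposited values by at most 4.97e-14 over 16852 genes. Differential expression was tested on the raw counts with edgeR's quasi-likelihood test, with the paper's filter (filterByExpr), its TMM normalization and its threshold, a fold change over 2 and an adjusted p at or under 0.05 (Benjamini-Hochberg). The paper itself used limma voom for this step. The choices that could change the numbers most are which Oxy186-treated samples enter the comparison and whether each library's trend of counts with the GC content of genes is removed, which neither the paper's methods nor the test used here do.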

Consistent with the lack of inhibitory effect in tumor growth, Oxy210-treated samples did not separate from the control group on the principal component analysis plot (Fig. 5A). 

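In a principal component analysis of log2 CPM for 16990 genes in all 21 tumors, the first component (PC1) held 33.5% of the variance and the second 14.4%. PC1 scores were 1.64 ± 22.1 (SD, n = 7) in Oxy210-treated samples and -18.0 ± 22.2 (SD, n = 7) in the control group, and their ranges overlapped, from -29.3 to 30.3 and from -50.6 to 16.0. This difference did not exceed the spread between tumors (two-sided exact permutation test, p = 0.117, where 7 tumors against 7 allow a p of 0.000583 at the smallest). Removing each library's trend with GC content from log2 CPM moved the result most. The first component then followed the former second component (Pearson r = 0.97 over the 21 tumors) and not the former first (r = 0.23), so the directions of the 2 differences cannot be compared, and Oxy210-treated and control samples did not differ on it either (two-sided exact permutation test, p = 0.271). In the test across genes, 0 of 16396 genes passed the threshold between Oxy210-treated and control samples, and the smallest adjusted p was 0.204 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2270 genes. DESeq2 gave the largest counts of any alternative, 19 genes lower and 3 higher (ZNF354C, AL662884.5 and SLCO1A2, named after their values were seen).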

Out of the seven Oxy186-treated samples, four were clearly distinct from the rest of samples while three were mixed with the control group, indicating that these samples had different responses to the Oxy186 treatment (Fig. 5A). 

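PC1 scores of the Oxy186-treated samples were 46.9 for r1, 35.5 for r2, 70.3 for r3 and 68.7 for r4, each above every control and Oxy210-treated sample. Samples r5, r6 and r7, which the paper left out of its further analysis as mixed with the control group and different in their response, had scores of -17.6, -60.3 and -29.0. Sample r6 lay beyond the lowest control sample, on the side away from r1-r4. Over all 7 Oxy186-treated samples the mean score was 16.4 ± 51.7 (SD, n = 7), which did not differ from the control mean by more than the spread between tumors (two-sided exact permutation test, p = 0.132). The paper chose r1-r4 from its own plot of this kind, so their distance on PC1 was not tested. Fig. 5A gives its components 46% and 11% of the variance. The 500 most variable genes gave 45.9% and 10.9% here, and r1-r4 again lay above all other samples. PC1 followed the GC slope of a library, the change of its log2 CPM, relative to the mean of all libraries, per 10 percentage points of exon GC content. GC slopes ranged from -0.51 to -0.18 in r1-r4, from 0.079 to 0.49 in r5-r7, from -0.15 to 0.40 in the control group and from -0.33 to 0.26 in the Oxy210 group. Over the 17 tumors other than r1-r4, Pearson's r between PC1 and the GC slope was -0.990 and Spearman's rho was -0.973, each with a permutation p of 1e-05, the smallest that 100000 permutations can give. Without the 2 tumors farthest from the median slope, r was -0.987. With the GC trend removed, scores on the first component, an axis near the former second, were -4.56 for r1, 41.4 for r2, 47.6 for r3 and 11.6 for r4. Control samples then ranged from -35.8 to 35.0, so r1 and r4 lay within their range and r2 and r3 above it.

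**Figure D1:**
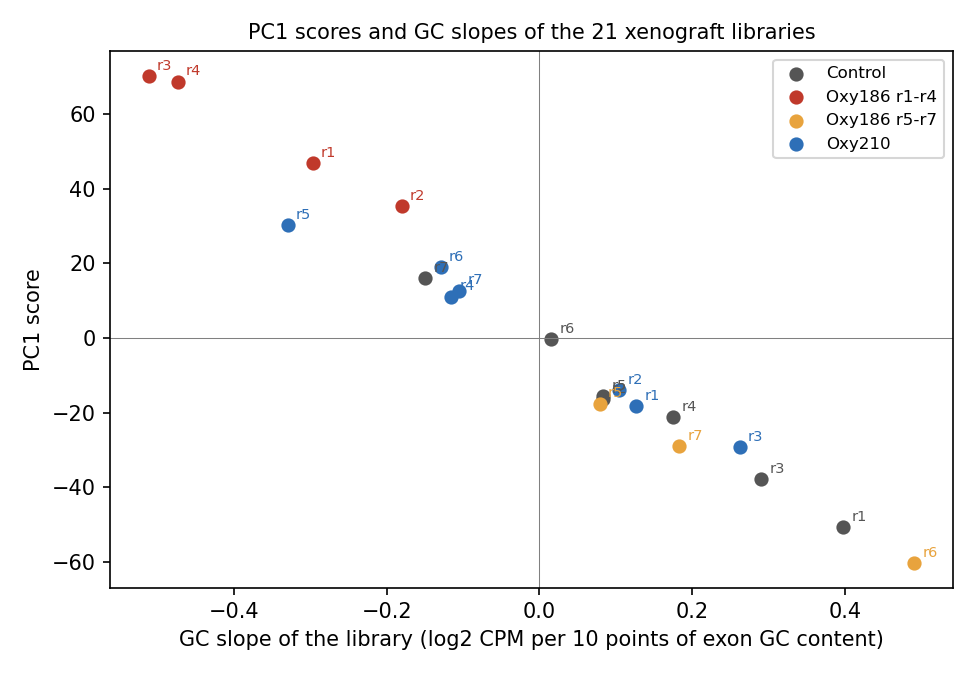
PC1 score (vertical axis, no unit) against GC slope (horizontal axis, log2 CPM per 10 points of exon GC content), with 1 point per tumor, colored by group and numbered by replicate. Samples r1-r4 of the Oxy186 group lie at the upper left with PC1 scores from 35.5 to 70.3, and r5-r7 lie among the control samples or beyond them at the lower right.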

Using these four samples for further analysis, we found that more than 1700 genes were significantly downregulated while only 142 genes were significantly upregulated by Oxy186 treatment (Fig. 5B). 

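Between Oxy186-treated samples r1-r4 and the 7 control samples, 1370 genes were lower and 36 were higher out of 16852 tested, so 97.4% of the called genes were lower. When all 7 Oxy186-treated samples were compared with the control group, 0 of 16291 genes passed, 618 had an unadjusted p under 0.05, and the smallest adjusted p was 0.862 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among called genes whose r1-r4 values all lay outside the control range, TMEM238 had the largest decrease. It lies on chromosome 19 of GRCh38 from 55379244 to 55384292, and its log2 CPM was 1.04 ± 1.13 (SD, n = 4) in r1-r4 and 5.08 ± 0.88 (SD, n = 7) in the control group. This is a log2 fold change of -4.09 (standard error 0.53, adjusted p = 0.000639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In r5, r6 and r7 the log2 CPM of TMEM238 was 5.02, 5.79 and 5.28, and over all 7 samples the log2 fold change was -1.03. The next largest decreases were in SRXN1 (log2 fold change -3.52), which shares 90.7% of its exon bases with an overlapping gene on the same strand, and AP000344.2 (-3.49), an unprocessed pseudogene, and both counts are therefore uncertain. The largest increases were in CXCL17 (1.64), RPL5P12 (1.52), a processed pseudogene, and SNAP25-AS1 (1.40), an antisense RNA gene.

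The log2 fold change between r1-r4 and the control group followed the GC content of genes. Its median was 0.28 in the 10% of genes with the lowest exon GC content and -1.08 in the 10% with the highest, which held 850 of the lower genes. Exons of TMEM238 had a GC content of 76.0%, the highest of all tested genes with a value. Among the alternatives, the adjusted p alone gave the most genes, 2526 lower and 797 higher. GC offsets with a block for replicate number gave the fewest, 51 lower and 11 higher, but there control samples r5-r7 have no Oxy186 partner and add nothing to the difference. With each library's GC trend entered as offsets in the edgeR fit, 143 genes were lower and 58 were higher, a share of 71.1% lower, and 151 of these genes were also called without the offsets. Among them were TMEM238 (log2 fold change -1.55, adjusted p = 0.0316), SRXN1 (-3.38, 0.00129), AP000344.2 (-2.19, 0.0115), CXCL17 (1.51, 0.0209) and RPL5P12 (1.31, 0.0387), and SNAP25-AS1 was no longer called (1.17, 0.0520).

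**Figure D2:**
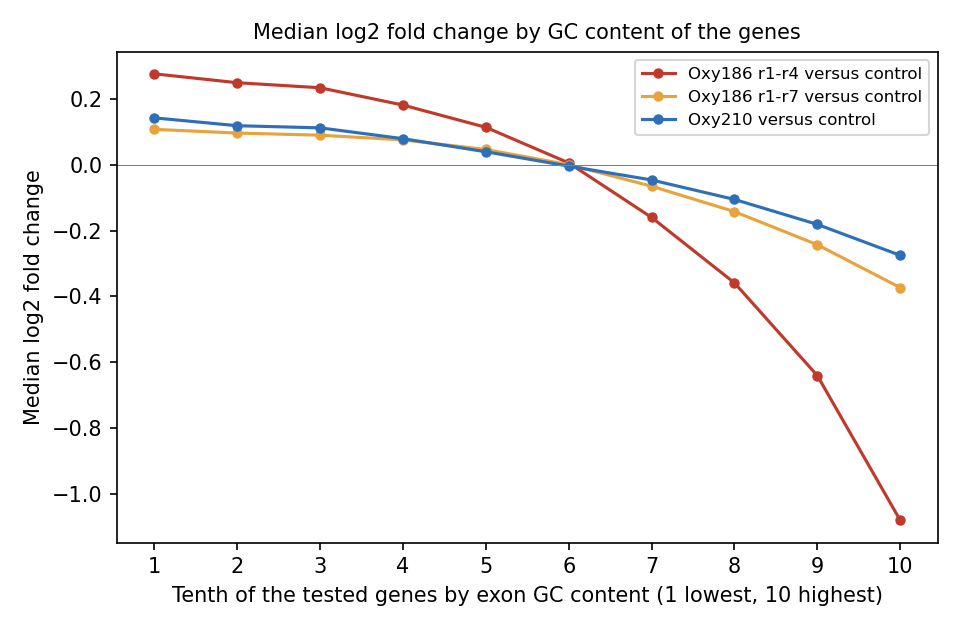
Median log2 fold change (vertical axis) in each of 10 equal bins of the tested genes by exon GC content (horizontal axis, lowest to highest) for Oxy186-treated samples r1-r4, all 7 Oxy186-treated samples and Oxy210-treated samples, each against the control group. All 3 lines fall with GC content, to -1.08, -0.37 and -0.28 in the highest bin.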

From those differentially expressed genes, KEGG [25] pathway enrichment analysis identified 9 pathways that were significantly enriched (*P*_*adj*_ < 0.05), including the basal cell carcinoma pathway (Fig. 5C).

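The basal cell carcinoma pathway was tested as the 50 genes named beside the heat map of Fig. 6A, since the KEGG tables were not used here. In fgsea's permutation test, which takes p among permuted sets with a score of the same sign, on genes ranked by the signed square root of edgeR's quasi-likelihood F, the set had a normalized enrichment score of -1.96 in r1-r4 against control (p = 2.35e-05). Its Benjamini-Hochberg adjusted p was 0.000705 over 30 tests of 10 gene lists in 3 comparisons with the control group. Of the 50 genes, 35 had a log2 fold change below 0, 18 had an adjusted p at or under 0.05 over all genes (23 adjusted over the list alone, which is not independent evidence, since the paper chose the pathway on these samples) and 9 passed the threshold, with a median log2 fold change of -0.25 over the set. All of the 18 were lower except APC, which was higher (log2 fold change 0.48, adjusted p = 0.0461 in edgeR). FZD9 had the largest decrease (log2 fold change -3.40, standard error 0.59, adjusted p = 0.00164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its exons had a GC content of 68.5%. With GC offsets FZD9 had a log2 fold change of -1.89 (adjusted p = 0.0595). With these offsets, 4 of the 50 genes had an adjusted p at or under 0.05 in edgeR. BAK1 (log2 fold change -0.94, adjusted p = 0.0143) and CDKN1A (-0.65, 0.0426) were lower, and AXIN1 (0.64, 0.00604) and GADD45B (1.31, 0.00528) were higher. Over all 7 Oxy186-treated samples the score was -1.73 (fgsea's permutation p = 0.00366), 32 of the genes were below 0, and 0 genes passed, with 4 at an unadjusted p under 0.05. For r1-r4, camera with an inter-gene correlation of 0.01 (p = 0.00104) and fry (p = 0.00171) also called the set over the 30 tests (adjusted p = 0.0127 and 0.0171), and camera with an estimated correlation did not (p = 0.136, adjusted p = 0.781). For all 7 samples, the adjusted p was 0.0193 in fgsea and above 0.05 in camera with the correlation of 0.01 (p = 0.0108, adjusted p = 0.0650), fry (p = 0.166, adjusted p = 0.350) and camera with the estimated correlation (p = 0.332, adjusted p = 0.781). The ranking from the fit with GC offsets moved the set most, to a score of 1.05 in r1-r4 and 1.03 in all 7 samples (fgsea's permutation p = 0.347 and 0.401).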

**Fig. 5:**
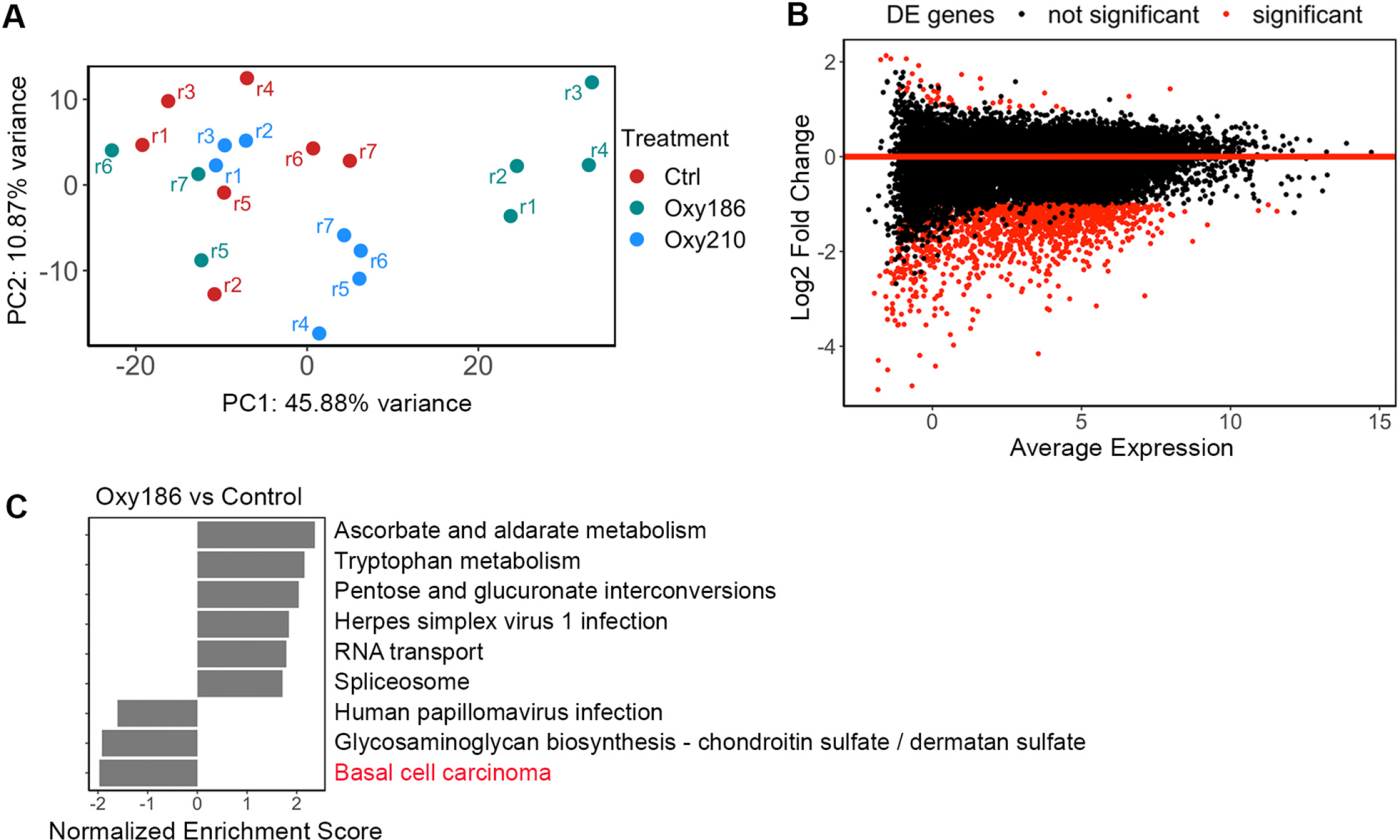
RNA-seq analysis of A549-derived xenografts. **A**. Principal component analysis plot of samples from RNA-seq analysis of control, Oxy186-treated, and Oxy210-treated xenografts. Bulk RNAs from seven samples (r1-r7) of each group were sequenced. Oxy186-treated sample r1-r4, but not r5-r7, showed a significant difference from the control samples. **B**. MA plot (log2 fold-change versus normalized expression) of differentially expressed (DE) genes in RNA-seq analysis of Oxy186-treated samples compared to control samples. Red dots: significantly DE genes (Fold > 2; *P*_*adj*_ ≤ 0.05). **C**. KEGG pathway enrichment analysis of affected genes comparing RNA-seq data from Oxy186-treated vs control xenografts. Cut-off: *P*_*adj*_ ≤ *0.05*

Basal cell carcinoma is a common type of skin cancer derived from basal cells of the epidermis. Susceptible gene pathways known to affect basal cell carcinoma include the HH and WNT pathways [26] (Fig. 6A). Based on RNAseq data, we identified several genes in the HH pathway that were downregulated in Oxy186-treated samples compared to the control xenografts (Fig. 6A). 

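Fig. 6A shows 9 genes of the HH pathway, all of which were counted. In r1-r4 against control, 4 of them had an adjusted p at or under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, each with a fold change under 2. Adjusted over the list alone, which is the 28 genes the paper names for xenografts and includes genes the paper picked from these samples, SMO, KIF7, GLI2, SUFU and GLI1 were at or under 0.05, which is not independent evidence. In this edgeR test the log2 fold change was -0.64 for SMO (standard error 0.18, adjusted p = 0.0206), -0.56 for KIF7 (standard error 0.17, adjusted p = 0.0333), -0.54 for GLI2 (standard error 0.17, adjusted p = 0.0395) and -0.43 for SUFU (standard error 0.14, adjusted p = 0.0439). GLI1 was also lower, but its adjusted p in edgeR stayed above 0.05 (log2 fold change -0.77, standard error 0.27, adjusted p = 0.0588). GLI1 lies on chromosome 12 of GRCh38 from 57459785 to 57472268 and GLI2 on chromosome 2 from 120735623 to 120992653. Log2 CPM in r1-r4 and in the control group was 2.17 ± 0.37 (SD, n = 4) and 2.88 ± 0.49 (SD, n = 7) for GLI1, and 4.03 ± 0.32 and 4.57 ± 0.25 for GLI2. Without r3, the adjusted p of GLI1 in edgeR was 0.0425, and it was between 0.115 and 0.173 without r1, r2 or r4. Without r3 or without r4, the adjusted p of SMO, KIF7, GLI2 and SUFU in edgeR each rose above 0.05, to between 0.0617 and 0.148.

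In samples r5, r6 and r7, log2 CPM of GLI1 was 2.61, 2.95 and 3.18 and that of GLI2 was 4.51, 4.78 and 4.99. Over all 7 Oxy186-treated samples, the log2 fold changes of the 9 genes lay between -0.42 and 0.14, and 0 of them had an adjusted p at or under 0.05, with 0 at an unadjusted p under 0.05. These genes have exon GC contents of 37.1% to 62.4%. With GC offsets, log2 fold changes in r1-r4 were 0.14 for SMO, 0.38 for KIF7, 0.22 for GLI2, -0.076 for SUFU and -0.14 for GLI1, and 0 of the 9 genes had an adjusted p at or under 0.05.

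**Figure D3:**
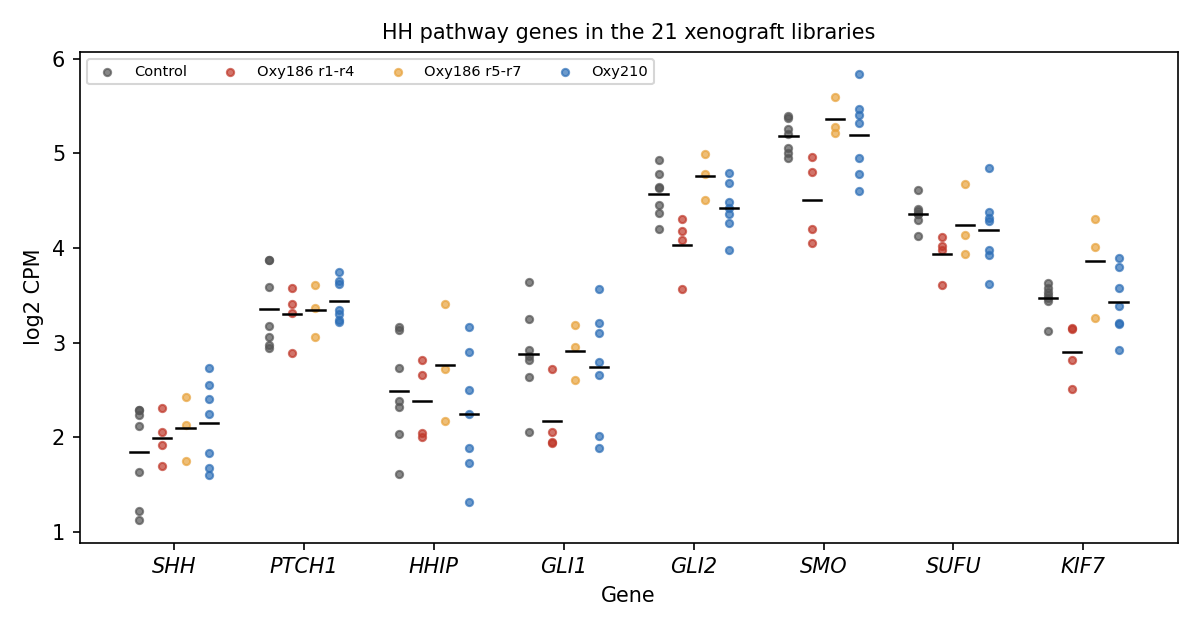
Log2 CPM (vertical axis) of 8 HH pathway genes of Fig. 6A in the 21 tumors, with 1 point per tumor and a line at each group mean. Points of r1-r4 lie lower than most control points for GLI1, GLI2, SMO, SUFU and KIF7, while points of r5-r7 lie within the control range, above it, or for SUFU in r5 (3.93) below it.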

We further confirmed downregulation of *GLI1*, *GLI2* and *PTCH2* in Oxy186-treated xenografts using RT-qPCR (Fig. 6B), but expression of some other HH target genes (e.g. *SHH*, *PTCH1*, *HHIP*) were not significantly affected by Oxy186 treatment (Fig. 6A, data not shown).

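Expression of SHH, PTCH1 and HHIP differed between Oxy186-treated and control xenografts by less than the spread between tumors. SHH had a log2 CPM of 1.99 ± 0.26 (SD, n = 4) in r1-r4 and 1.84 ± 0.51 (SD, n = 7) in the control group, a log2 fold change of 0.096 (standard error 0.27, adjusted p = 0.831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For PTCH1 the values were 3.30 ± 0.29 and 3.36 ± 0.41, a log2 fold change of -0.093 (standard error 0.23, adjusted p = 0.800 from the same edgeR test). For HHIP they were 2.38 ± 0.42 and 2.48 ± 0.57, a log2 fold change of -0.16 (standard error 0.30, adjusted p = 0.736 from the same edgeR test). The sign was not fixed for SHH, at -0.023 without r1, or for PTCH1, at 0.029 without r3. In r5, r6 and r7 log2 CPM was 2.13, 2.42 and 1.75 for SHH, 3.06, 3.61 and 3.37 for PTCH1, and 2.17, 2.72 and 3.41 for HHIP. Over all 7 Oxy186-treated samples the log2 fold changes were 0.14, -0.093 and 0.022. SHH lies on chromosome 7 of GRCh38 from 155799980 to 155812463, PTCH1 on chromosome 9 from 95442980 to 95517057 and HHIP on chromosome 4 from 144646156 to 144745271.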

**Fig. 6:**
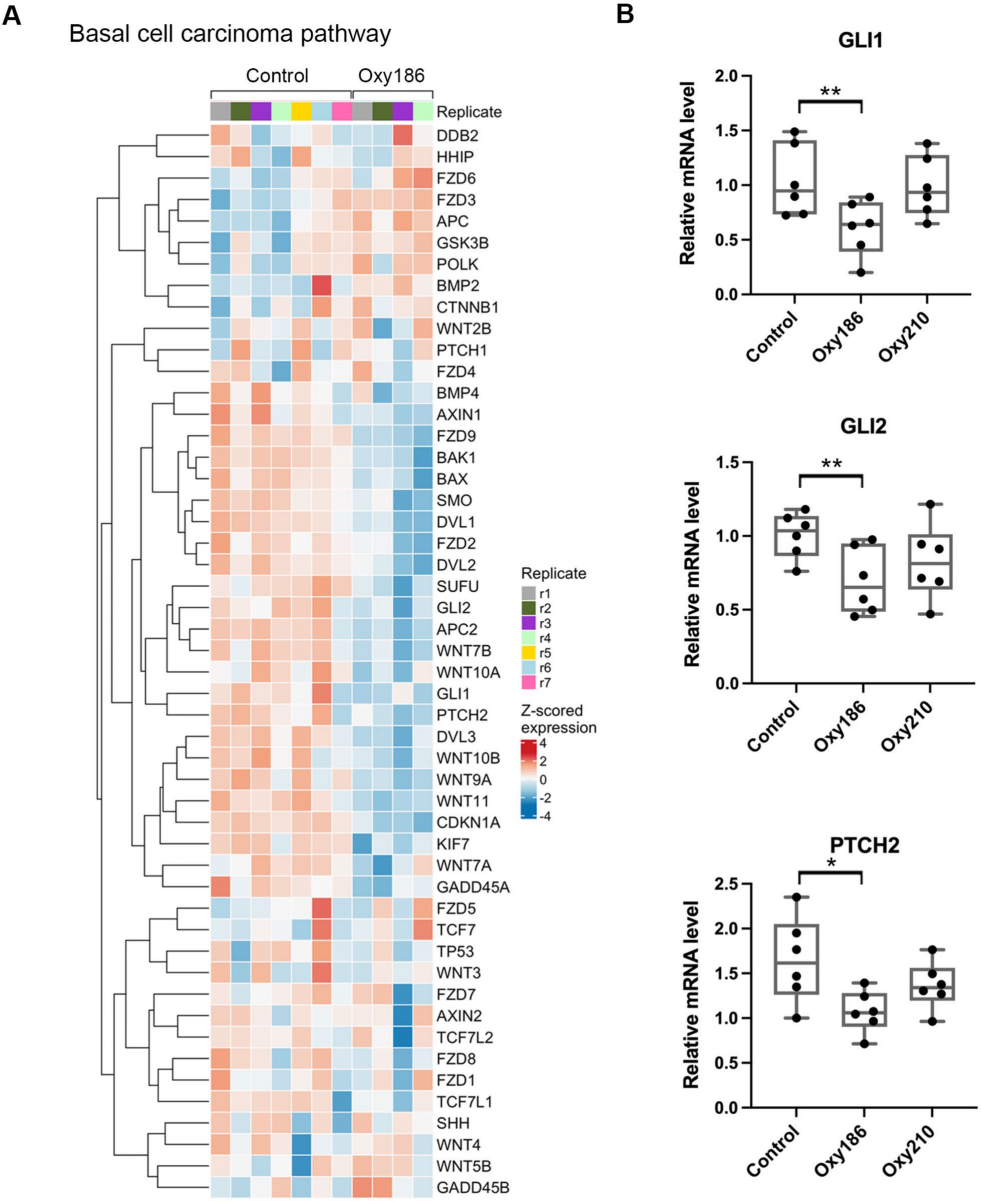
Oxy186 inhibits expression of many genes involved in the basal cell carcinoma pathway. **A**. Heat map of Basal Cell Carcinoma pathway. Gene expression in the heat map is standardized by row. **B**. RT-qPCR showed that Oxy186 significantly inhibited *GLI1*, *GLI2* and *PTCH2* expression in xenografts, whereas the effect of Oxy210 was not statistically significant. Data reported as the mean (n = 6) ± SD (* p < *0.05*; ** p < *0.02*)

RT-qPCR analysis also showed a decreasing trend of *GLI2* and *PTCH2* expression in Oxy210-treated samples; however, no statistically significance could be assigned comparing to those of the control group (Fig. 6B). Because Oxy210 was found previously to inhibit TGF-β pathway [11], we measured mRNA levels of several known TGF-β target genes, namely *JUNB*, *ATF3* and *SMURF2*, using Oxy210-treated samples. Similar to the levels of *GLI2* and *PTCH2* expression in Oxy210-treated samples, these three genes were also downregulated in the Oxy210-treated xenografts, but the difference comparing to those of the control group did not reach statistical significance (Additional file 1: Fig. S1).

### RNA-seq analyses of xenograft tumors identifies the WNT pathway as a target of Oxy186

Using Gene Set Enrichment Analysis (GSEA) [27], we further identified 22 positively enriched and 49 negatively enriched gene sets in our dataset of Oxy186-treated xenografts compared to the oncogenic signature gene sets (C6) from the Molecular Signatures Database (MsigDB) [28]. Among the negatively enriched gene sets, several were related to the WNT pathway, including the WNT up-regulated gene set [29], the MYC up-regulated gene set [30], and the CCND1 up-regulated gene set [31] (Fig. 7A). 

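The C6 gene sets themselves were not used here, and the 10 genes that the paper took from its WNT, MYC and CCND1 sets for Fig. 7C to E stand for them. They are ZNF358, NBL1, ENTPD2 and GRIN2D from the WNT set, SLC25A22, KLF16 and PRR7 from the MYC set, and RASSF7, PTMS and FDXR from the CCND1 set. All 10 passed the threshold in r1-r4 against control, with log2 fold changes from -2.45 (ZNF358) to -1.52 (PRR7) and adjusted p-values from 0.00348 down to 0.000639 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since the paper chose these genes from the same samples, their number, also 10 when adjusted over the list alone, is not independent evidence. SLC25A22 had a log2 CPM of 2.29 ± 0.59 (SD, n = 4) in r1-r4 and 4.40 ± 0.38 (SD, n = 7) in the control group, a log2 fold change of -2.10 with a standard error of 0.27. In r5, r6 and r7 its log2 CPM was 3.83, 4.90 and 4.55. Over all 7 Oxy186-treated samples the 10 log2 fold changes lay between -0.92 and -0.54, and 0 had an adjusted p at or under 0.05, with PRR7 as the 1 gene at an unadjusted p under 0.05. Exon GC content of these genes was 60.4% to 70.1%. With GC offsets, NBL1 (log2 fold change -1.27), SLC25A22 (-0.91) and FDXR (-0.79) had an adjusted p at or under 0.05, and PRR7 changed sign to 0.19. ZNF358 and NBL1 share 20.1% and 18.6% of their exon bases with other genes on the same strand, so some of their reads are uncertain.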

*MYC* and *CCND1* are well known WNT-induced genes that promote cell proliferation and tumor growth [32]. We confirmed that expression of *MYC* and *CCND1* was indeed significantly downregulated in Oxy186-treated, and only slightly downregulated in Oxy210-treated xenografts (Fig. 7B). We then chose three or four genes from each gene set to validate their gene expression by RT-qPCR, and found that all of these genes were significantly downregulated in Oxy186-treated xenografts compared to their expression in control xenografts (Fig. 7C-E).

**Fig. 7:**
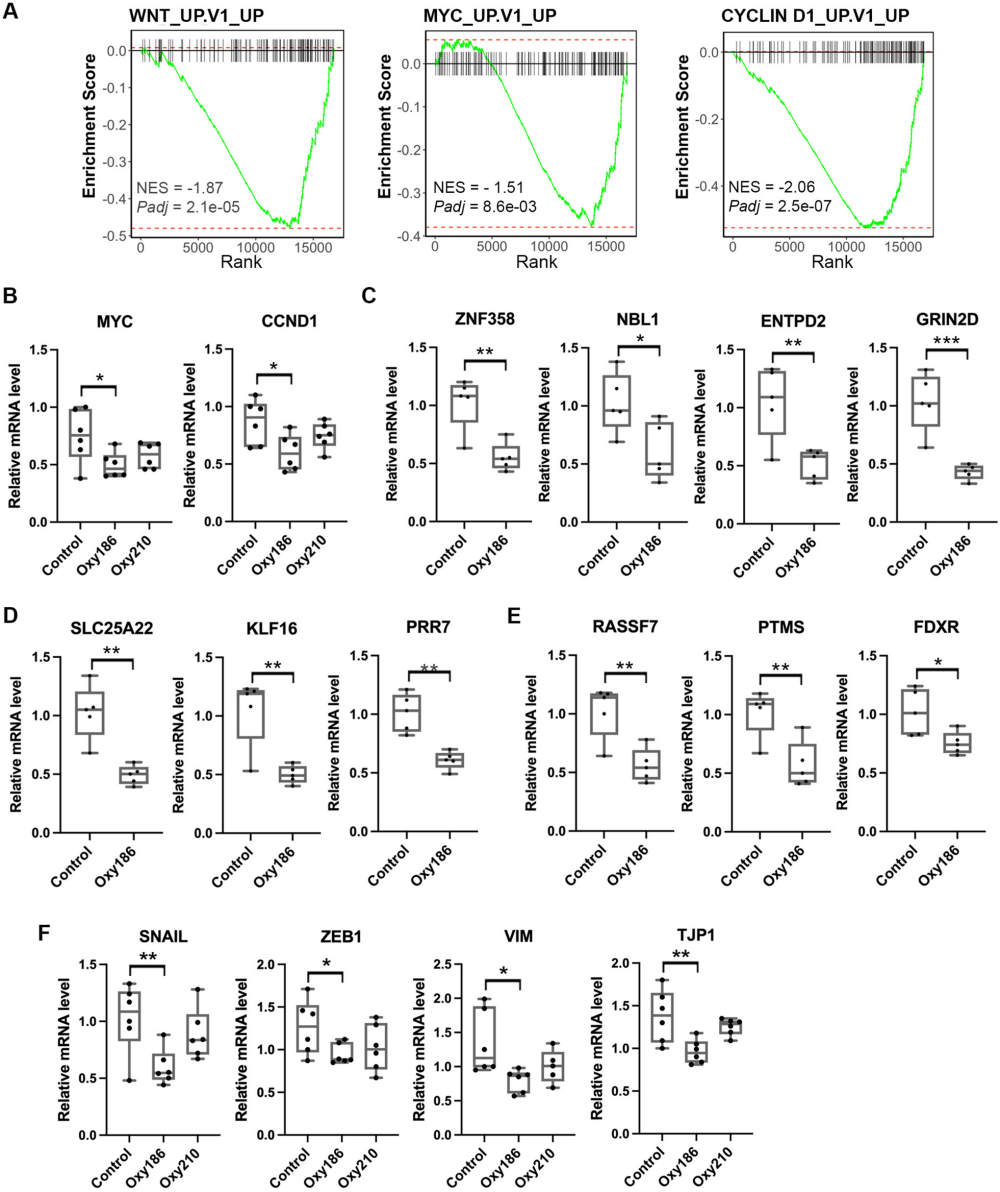
Oxy186 inhibits WNT pathway in xenografts. **A**. Gene Set Enrichment Analysis (GSEA) indicated that WNT upregulated genes, MYC upregulated genes and CCND1 upregulated genes were negatively enriched when comparing Oxy186-treated xenografts to controls. Graph shows the rank-ordered gene lists of the set. NES: normalized enrichment score. **B**. RT-qPCR confirmed Oxy186 inhibition of *MYC and CCND1 expression, but* Oxy210 treatment showed no statistical significance. Data reported as the mean (n = 6) ± SD (* p < *0.05*). **C**–**E**. RT-qPCR showed that Oxy186 treatment inhibited expression of WNT target genes **C**, MYC-induced genes **D**, and CCND1-induced genes **E**. Data reported as the mean (n = 5) ± SD (* p < *0.05*; ** p < 0.02; *** p < *0.001*). **F**. RT-qPCR showed that Oxy186 but not Oxy210 significantly inhibited expression of EMT-related genes in xenografts. Data reported as the mean (n = 6) ± SD (* p < *0.05*)

WNT/β-catenin signaling not only promote cell proliferation but also induce epithelial-mesenchymal transition (EMT) by inducing the expression of transcription factors, such as *SNAIL* and *ZEB1* [33, 34]. These two EMT-inducing transcription factors had been demonstrated to promote the invasive ability and bone metastasis of small cell lung cancer cells [35, 36]. We found that expression of these two genes as well as expression of *VIM* and *TJP1,* which encode mesenchymal marker Vimentin and ZO-1, respectively, were also significantly downregulated in Oxy186-treated Xenografts (Fig. 7F). While Oxy210 only had a slightly effect on these gene expression in xenografts (Fig. 7F). Taken together, these results indicate that Oxy186 targets the GLI and WNT pathways in xenografts.

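In the RNA-seq counts, MYC, on chromosome 8 of GRCh38 from 127735434 to 127742951, had a log2 CPM of 6.01 ± 0.23 (SD, n = 4) in Oxy186-treated samples r1-r4 and 6.07 ± 0.39 (SD, n = 7) in the control group. The log2 fold change was -0.093 (standard error 0.19, adjusted p = 0.756 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without r4 it was 0.029. CCND1, on chromosome 11 from 69641156 to 69654474, had a log2 fold change of -0.15 (standard error 0.17, adjusted p = 0.553 from the same edgeR test). Samples r5, r6 and r7 had log2 CPM of 5.06, 6.10 and 6.56 for MYC and 7.54, 8.41 and 8.03 for CCND1, and over all 7 samples the log2 fold changes were -0.099 and -0.19. Among the EMT-related genes, the log2 fold change in r1-r4 was -0.72 for SNAI1, which encodes SNAIL (standard error 0.38, adjusted p = 0.190), 0.47 for ZEB1 (standard error 0.20, adjusted p = 0.108), 0.19 for VIM (standard error 0.13, adjusted p = 0.300) and 0.17 for TJP1 (standard error 0.14, adjusted p = 0.395), in the same edgeR test. Log2 CPM in r5, r6 and r7 was 0.08, 1.33 and 1.08 for SNAI1, 4.40, 3.54 and 4.04 for ZEB1, 9.20, 9.39 and 9.18 for VIM, and 7.37, 7.09 and 7.52 for TJP1. Over all 7 Oxy186-treated samples the log2 fold changes were -0.32, 0.21, -0.079 and -0.023, each with an adjusted p of at least 0.867. With GC offsets the signs of MYC (0.039), CCND1 (0.020) and TJP1 (-0.019) changed in r1-r4. The paper reasons from the enrichment of the basal cell carcinoma pathway, which contains HH and WNT genes, to the lower HH genes and RT-qPCR of some. From the WNT, MYC and CCND1 gene sets it goes to RT-qPCR of MYC and CCND1 themselves, of set members and of EMT-related genes. It concludes that in xenografts Oxy186 acts on the GLI and WNT pathways.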

## Discussion

The HH and WNT signaling pathways are known positive regulators of cell proliferation during stem cell self-renewal and oncogenesis. These two pathways are intrinsically linked and regulate each other’s transcriptional output in specific cellular contexts. A positive feedback loop between HH and WNT signaling takes place during epithelial transformation. On the one hand, GLI1 has been shown to stimulate WNT/β-catenin activity through SNAIL [37]. On the other hand, WNT signaling has been reported to induce *GLI1* expression, *GLI1* mRNA stabilization and GLI1 transcriptional activity in several cancer cell types [37–39]. Despite this reported cross-talk, we found that the inhibitory role of Oxy186 and Oxy210 on WNT signaling in A549 cells is independent of HH/GLI signaling activity, because both oxysterols can still inhibit WNT signaling in the presence of the GLI inhibitor GANT61, and even in a cell line in which both *Gli1* and *Gli2* were knocked out.

Although GLI1/2 are not activated in response to HH in A549 cells, both HH and WNT signaling could be activated in other NSCLC cell lines, or in other types of tumors (e.g., BCC, CRC and leukemia) [4]. In fact, it has been reported that the SMO inhibitor cyclopamine and the WNT inhibitor quercetin suppressed the growth of leukemia cells [40]. Simultaneous dysregulation of both the HH and WNT pathways in a tumor provides an advantage to neoplastic cells, which could influence relapse and drug responsiveness. The fact that Oxy186 inhibits both GLI and WNT signaling makes Oxy186 an attractive therapeutic candidate for targeting both pathways in multiple cancers.

Surprisingly, Oxy210 had no effect on A549 xenograft tumor growth despite that Oxy210 had lower IC50 concentration than Oxy186 in cell proliferation assays [11, 14]. In previous studies, we have shown that after oral delivery, both Oxy186 and Oxy210 have similar plasma exposure [11]. In addition, oral administration of Oxy210 was shown to have inhibitory disease modifying effects in a mouse model of NASH [41]. Therefore, the absorption of Oxy210 could not be the reason for its lack of activity in this study. However, since the levels of Oxy210 (or Oxy186) in the tumors were not measured, we cannot rule out that the absence of an Oxy210 effect on tumor growth was due to weak tumor penetration or reduced half-life in tumors. Secondly, the effect of Oxy210 in tumor growth could be cell context dependent. It will be interesting to determine the effects of these two oxysterols using different NSCLC lines, especially those with different p53 or RAS mutant status.

EMT is known to associate with lung cancer metastasis and resistance to chemotherapy and targeted drugs [42]. The fact that Oxy186 also inhibited expression of EMT-inducing transcription factor *SNAIL* and *ZEB1* as well as expression of mesenchymal marker *VIM* and *TJP1* suggests that Oxy186 could be also useful in treating the late stages of cancers, as those cancer cells are poised to undergo EMT, invasion and metastasis. It will be interesting for future studies to examine whether Oxy186 could inhibit tumor progression and metastasis in a preclinical metastasis model.

## Conclusion

In this report, we show that Oxy186 and Oxy210 can inhibit WNT/β-catenin signaling in addition to GLI signaling. We further demonstrate that Oxy186 inhibits A549-derived xenograft tumor growth and confirm the inhibitory effect of Oxy186 on WNT signaling in vivo. These results suggest an alternative strategy toward developing new treatments for advanced NSCLC.

## Materials and methods

### Cell culture, antibodies and reagents

The human lung cancer cell line A549 and mouse embryonic fibroblasts (MEFs) were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS). MEFs with *Gli1*^*−/−*^ and *Gli2*^*−/−*^ alleles were described [43]. Oxy186, Oxy189 and Oxy210 were provided by Max BioPharma. Monoclonal Anti-γ-Tubulin antibody, cyclopamine, SANT-1, GANT61, PEG400 and corn oil were purchased from Millipore Sigma (Burlington, MA). FH535 was obtained from Cayman Chemical (Ann Arbor, MI). SB431542 was obtained from Tocris Bioscience (Bristol, United Kingdom). Recombinant human TGF-β1 was obtained from PeproTech (East Windsor, NJ). Anti-acetylated α Tubulin Antibody (6-11B-1) Alexa Fluor^®^ 647 was purchased from Santa Cruz Biotechnology (Dallas, TX). Matrigel was obtained from BD biosciences (San Jose, CA). Dual-Luciferase^®^ Reporter Assay System was purchased from Promega (Madison, WI). N-SHH conditioned medium (SHH CM) and WNT3A conditioned medium (WNT CM) were prepared according to published protocols [44, 45].

### Luciferase assay

To measure HH or WNT signaling responses, A549 cells or MEFs were transfected using Lipofectamine 3000 (Thermo Fisher Scientific) with GLI response-element reporter (8xGliBS-Luc) plasmid or TCF reporter plasmid (TOPflash), respectively, and pTK-Renilla-Luciferase (pRL-TK) plasmid. 24 h following transfection, the cells were treated with SHH CM or WNT CM and the indicated compounds for another 24 h. Firefly and Renilla luciferase activities were measured using the Dual-Luciferase^®^ Reporter Assay System in a SpectraMax iD3 (Molecular Devices). The Firefly luciferase activities were normalized to the Renilla luciferase activities. Data are reported as the mean of triplicate measurements ± SD. Where indicated, A549 cells were also transfected with LRP6-pCS2 (a gift from Dr. Xi He, Addgene plasmid # 27,242), pCMV5-3xFLAG-DVL2 and pCS2-CSNK1E, or pEF-MYC-CTNNB1 (a gift from Dr. Henry Ho, University of California, Davis).

### Cell proliferation assay

A549 cells were plated on 96-well plates at a density of 2000 cells/well, and the cells were treated with the indicated compounds in DMEM/0.1% FBS for 48 h. Cell proliferation was measured using the Cell Counting Kit-8 (CCK8) (Dojindo Molecular Technologies) following the manufacturer’s protocol.

### Immunostaining for primary cilia

Overconfluent A549 cells or MEFs were serum-starved for 48 h before proceeding with immunostaining procedures. Briefly, the cells were washed with PBS and incubated with pre-treatment solution (0.5% Triton X-100, 0.4% paraformaldehyde in PBS) for 3 min. Then cells were fixed with 4% paraformaldehyde in PBS for 7 min, permeabilized with 0.5% Triton X-100 in PBS for 20 min and blocked with 5% Bovine Serum Albumin in PBST (0.05% Tween in PBS) for 30 min. After the blocking step, the cells were incubated with primary antibodies and secondary antibodies. γ-tubulin, acetylated α-tubulin and DAPI signal were captured with a Leica SP8 confocal microscope using Z-stack imaging. Primary cilia number/cell number was calculated from 5 images.

### RT-qPCR

Total RNA from A549 cells or from xenograft tissues was extracted with the RNeasy Plus Mini Kit (Qiagen) or the Direct-zol RNA Kit (Zymo research), respectively. Total RNA was reverse transcribed into cDNA with the High-Capacity cDNA Reverse Transcription Kit (Thermo Scientific). All PCR samples were prepared in triplicate wells in a 384-well plate and measured in a QuantStudio 5 Real-Time PCR System (Thermo Scientific). Primer pairs used were listed in Additional file 1: Table S1.

### Animal studies

The animal protocol was approved by the NCI at Frederick Animal Care and Use Committee. Resuspended A549-Luc2 cells (ATCC) were mixed with Matrigel at a 1:1 ratio and 100 μl suspension containing 1 × 10^7^ cells was injected subcutaneously in the hind flank of 6–8 weeks-old female athymic nu/nu mice (Charles River Laboratories). When the tumor size reached an average of 80–100 mm^3^, the mice were randomized into three groups with 10 mice in each group. Oxy186 or Oxy210, formulated in 3% DMSO + 7% Ethanol + 5% PEG400 + 85% corn oil, was administered to the mice once daily by oral gavage at a dose of 50 mg/kg. The control group was given the formulation solution. Tumor growth was measured three times weekly using a caliper, and absolute tumor volume was calculated by the formula (S x S x L)/2, where S and L were the short and long dimensions, respectively. Relative tumor volume was calculated by the formula 100× Tn/T0, where Tn = tumor volume of the tumor on day n, and T0 = tumor volume of the same tumor on day 0, when the treatment started. Mice were euthanized before the tumor size exceeded 2 cm in diameter.

### RNAseq analysis

Total RNA samples extracted from xenograft tumors with RNA integrity number (RIN) > 8.0 were sent for library preparation with the NEBNext UltraTM II RNA Librart Prep Kit and RNAseq was performed using an Illumina Novoseq 6000 instrument (Novogene). Raw reads were processed on the NIH Biowulf cluster. We removed adapter sequences, dropped leading/trailing low quality bases and short reads (< 25nt), and performed sliding window trimming with Trimmomatic version 0.39. A combined reference genome was created from Gencode GRCh38.p13 Release 37 and GRCm39 Release M26. Trimmed reads were aligned to the combined reference genome using STAR version 2.7.6a, and only read alignments mapped to the human reference genome were extracted for further processing. Gene expression was then quantified by summarizing the number of human reads uniquely mapped to each human gene using the featureCounts program from subread version 2.0.1. Downstream analysis was conducted in R version 4.0.3. We filtered out genes with low counts using the filterByExpr R function in the edgeR version 3.31.4 R package, and ﻿the trimmed mean of M-values (TMM) method was employed to normalize the raw counts using the calcNormFactors R function. The differential expression analysis was performed using the voom approach in the limma version 3.45.14 R package. Gene expression was measured using the log2 transformed counts per million (log2-cpm) values calculated from the cpm R function. The principal component analysis and heat map plots were generated based on the log2-cpm values. KEGG pathways [25] were retrieved using the KEGGREST version 1.29.0 R package, and the MSigDB C6 gene sets [28] were obtained from the msigdbr version 7.4.1 R package. The pre-ranked gene set enrichment analysis was conducted in the fgsea version 1.16.0 R package.

## Supplementary Information

**Additional file 1**: **Figure S1**. RT-qPCR showed that Oxy210 treatment inhibited expression of TGF-β target genes Data reported as the mean (n=6)±SD(p-value as indicated, not statitically significant. **Table S1**. Primers pairs for RT-qPCR

## Data Availability

The authors declare that all materials are available on request. The RNA-seq datasets used and/or analyzed during the current study have been deposited in the NCBI’s GEO with the accession number GSE199478.

# Supplementary material for: Oxysterol derivatives Oxy186 and Oxy210 inhibit WNT signaling in non-small cell lung cancer
**Source:** Cell Biosci. 2022 Jul 30;12:119. doi: 10.1186/s13578-022-00857-9
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. RT-qPCR showed that Oxy210 treatment inhibited expression of TGF-β target genes Data reported as the mean (n=6)±SD(p-value as indicated, not statitically significant. Table S1. Primers pairs for RT-qPCR

### Supplemental Fig. S1

RT-qPCR showed that Oxy210 treatment slightly inhibited expression of TGF- $\beta$  target genes  
Data reported as the mean ( $n = 6$ )  $\pm$  SD (  $p$  value as indicated, not statistically significant).

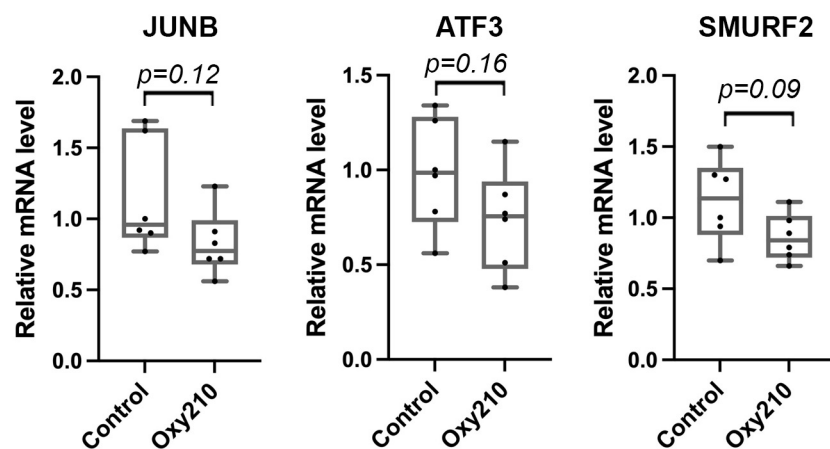

**Supplemental Table S1: Primers pairs for RT-qPCR**

|            | Forward                 | Reverse                 |
|------------|-------------------------|-------------------------|
| h-JUNB     | ACAAACTCCTGAAACCGAGCC   | CGAGCCCTGACCAGAAAAGTA   |
| h-ATF3     | CGTGAGTCCTCGGTGCTC      | GCCTGGGTGTTGAAGCAT      |
| h-SMURF2   | ACAGGAGGACAAGTTGTGGACT  | GAGGCGGTTCTCCTTTCTTC    |
| h-AXIN2    | GTCCAGCAAACTCTGAGGG     | CTGGTGCAAAGACATAGCCA    |
| h-LEF1     | AGAACACCCCGATGACGGA     | GGCATCATTATGTACCCGGAAT  |
| h-TCF7     | TTGATGCTAGGTTCTGGTGTACC | CCTTGGACTCTGCTTGTGTC    |
| h-TNFRSF19 | GACCTCAGCTCCACGAATATG   | CACCCACAACCAAGAGTCG     |
| h-GLI1     | GAAGTCTGAGCTGGACATGC    | CCAACGGCAGTCAGTTTCAT    |
| h-GLI2     | CTCGCTAGTGGCCTACATCA    | GTGTGTGTCAAAGGCTGAC     |
| h-PTCH2    | CTCTGTAGGCATTGGCGTTG    | AGTCAAAGTGGGAACCGCA     |
| h-Myc      | GGCTCCTGGCAAAGGTCA      | CTGCGTAGTTGTGCTGATGT    |
| h-CCND1    | GCTGCGAAGTGGAACCATC     | CCTCCTTCTGCACACATTGAA   |
| h-ZNF358   | ACGTGGACCCAGCTATGAA     | CGAGGTGCAAACCTGAAGACAT  |
| h-NBL1     | CATGTGGGAGATTGTGACGCT   | CCTCGTGAAGTAGGCTCCTTG   |
| h-ENTPD2   | AGACAAGGAGAACGACACAGG   | AGGCATCCAACAAGACTCTGG   |
| h-GRIN2D   | GAGGAAAGGCCGTTTGTCATC   | TGTGGGTTGCGTTGAGCTG     |
| h-SLC25A22 | GCCAGCCAAGCTCATCAATG    | GAGGCAGTCGGACATGCTC     |
| h-KLF16    | CAAGTCCTCGCACCTAAAGTC   | AGCGGGCGAACTTCTTGTC     |
| h-PRR7     | ACCACCGTGTTACGAAGAGG    | GGAAGGGCGTGACGATCTTG    |
| h-RASSF7   | TCTGTGGGGTCTCAGAGCAG    | TGCGCCTCAGGACAAACTG     |
| h-PTMS     | ATGTCGGAGAAAAGCGTGAG    | CTGTCTTCTGCCGTTTGGA     |
| h-FDXR     | CTGAGGCAGAGTCGAGTGAAG   | CCCGAAGCTCCTTAATGGTGA   |
| h-SNAIL    | TCGGAAGCCTAACTACAGCGA   | AGATGAGCATTGGCAGCGAG    |
| h-ZEB1     | GATGATGAATGCGAGTCAGATGC | ACAGCAGTGTCTTGTTGTTGT   |
| h-VIM      | AGTCCACTGAGTACCGGAGAC   | CATTTACGCATCTGGCGTTC    |
| h-TJP1     | CAACATACAGTGACGCTTCACA  | CACTATTGACGTTTCCCCACTC  |
| h-H2AFZ    | GCAACTTGCTATTCTGGGAGATG | CAGGCATCCTTTAGACAGTCTTC |
| h-RPS18    | GATATGCTCATGTGGTGTTG    | AATCTTCTTCAGTCGCTCCA    |

How the deposited data were processed for this re-analysis (not part of the article)

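RNA was sequenced from 21 xenograft tumors of A549 cells in nude mice, 7 each from control mice and from mice given Oxy186 or Oxy210 at 50 mg/kg. The authors made the deposited raw counts with Trimmomatic, STAR on a combined human and mouse genome, and featureCounts on uniquely mapped reads of human genes. They made the deposited log2 CPM values from these counts with edgeR's filterByExpr and TMM normalization, for the control group and Oxy186-treated samples r1-r4. The strand setting of the counting is not stated in the paper's text. All sample columns were mapped to a group and replicate. Recomputed log2 CPM (prior count 2) was checked against the deposited values.

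Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Raw counts were tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, with genes called at a fold change over 2 and a Benjamini-Hochberg adjusted p at or under 0.05. The comparisons were Oxy186-treated samples r1-r4 against control, all 7 Oxy186-treated samples against control, Oxy210-treated samples against control, and all 7 Oxy186-treated against Oxy210-treated samples. Principal components were taken on log2 CPM of all 21 libraries with genes centered and not scaled, and mean PC1 scores and GC slopes were compared with two-sided exact permutation tests. Relations across libraries used 100000 permutations. Gene lists with at least 8 tested genes were tested with preranked fgsea on the signed square root of edgeR's F, adjusted over 30 tests. The lists were the basal cell carcinoma genes of Fig. 6A, the HH genes among them, the genes measured by RT-qPCR in the paper, and lists of WNT feedback targets, LXR targets, cholesterol synthesis, proliferation, stroma markers, TGF-β targets and hypoxia.

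Exon GC content and positions came from GENCODE 44 on GRCh38, the human genome build the paper used, with a GC value for 99.8% of tested genes. GC trends were fitted per library as splines with 4 degrees of freedom over genes with a mean log2 CPM of at least 1, and entered as offsets in an alternative fit. The other alternatives were limma voom, DESeq2, library size alone, RLE normalization, no filter, at least 10 counts in every library, all 21 libraries in one fit, GC and length offsets, a block for replicate number with and without GC offsets, the adjusted p alone, and leaving out each of r1-r4. For principal components they were scaled genes, the 500 most variable genes, a prior count of 0.5, the count minimum of 10, removal of the GC trend and library size alone, and for gene lists camera, fry and other rankings. GC offsets keeping each library's mean and limma voom with library quality weights were added after the data were seen.

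Genes are named in the text by a fixed rule: every gene the paper names for xenografts, and in each comparison the 3 largest increases and 3 largest decreases among called genes with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups. A gene among the HH genes the paper names is not reported here. The edgeR test was tested on simulated data with 4 against 7 libraries, where it recovered 96.0% of 199 changed genes with 8 false calls, and with 7 against 7 libraries, where it recovered 97.4% of 191. In simulated data with a GC trend in each library, 2703 false calls were made without GC offsets and 3 with them in 4 against 7 libraries, and 4 without and 6 with them in 7 against 7. The simulated trends had the form that the offsets fit, so GC effects of another form were not tested. The KEGG and C6 gene set tables were not used here, and RT-qPCR, reporter and tumor growth data were not analysed here.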

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

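The tests of hypoxia, proliferation and stroma lists against GC content and other splits of the samples were chosen only after the results were seen.

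In 4 of 160 groups of libraries tested, 1 library lay far from the others of its group, while chance at this threshold gives 8. They were the log2 CPM of KIF7 in control sample r4 (3.12), of GLI1 in Oxy186-treated sample r3 (2.72), of KLF16 in Oxy210-treated sample r5 (1.85) and of PTMS in Oxy186-treated sample r2 (6.94). No explanation, technical or biological, was tested for a single library, since the number of such groups did not exceed chance.

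Hypoxia genes, which the paper does not discuss, were lower in Oxy210-treated samples than in control (fgsea normalized enrichment score -2.01, adjusted p = 0.0110, 15 of 16 genes below 0). They were also lower in all 7 Oxy186-treated samples (score -1.81, adjusted p = 0.0193, 15 of 16 genes below 0). The tables argue against GC content as the cause of either result: with the ranking from the fit with GC offsets the permutation p was 0.000716 and 1.60e-05. Of 100 splits of the samples, 29 gave as large a score for Oxy210 and 29 for Oxy186, so an uneven grouping by chance stays open, and camera with an estimated correlation gave an adjusted p of 0.781 for both and fry 0.319 and 0.343. A biological effect of either compound on hypoxia was not shown.

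Proliferation genes were higher in all 7 Oxy186-treated samples (fgsea score 1.74, adjusted p = 0.0193, 23 of 30 genes above 0), with a permutation p of 0.00703 after GC offsets. As many as 66 of 100 splits gave as large a score, so this result was no larger than other groupings of the tumors gave. Camera with an estimated correlation (adjusted p = 0.781) and fry (0.722) did not call it. A biological explanation was not tested.

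Stroma markers, counted on human genes, were lower in Oxy210-treated samples (fgsea score -1.92, adjusted p = 0.0193, 9 of 12 genes below 0), with a permutation p of 0.00828 after GC offsets. Only 4 of 100 splits gave as large a score. Camera at a correlation of 0.01 gave an adjusted p of 0.0955 and fry 0.186, so the result depends on the set test. Fewer mouse reads on human genes in this group were not tested, and a biological explanation was not tested either.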

How the results depend on the processing

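Camera, fry and the alternative normalizations, filters and fits were set before the data were examined, and GC offsets keeping each library's mean and voom with quality weights were chosen after seeing the data. Causes were not tested unless stated.

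In r1-r4 against control, the number of lower genes stayed within 1.5 times of 1370 with limma voom, DESeq2, library size alone, RLE normalization, no filter, the count minimum, all 21 libraries and the block. It was 143 with GC offsets, 142 with GC and length offsets, 221 with GC offsets keeping each library's mean and 2526 with the adjusted p alone. Leaving out 1 of r1-r4 gave from 955 to 1547 lower and from 38 to 57 higher genes. Higher genes numbered 56 with DESeq2, 66 with no filter, 21 with the count minimum, 63 with all 21 libraries, 58 with GC offsets, 59 with GC and length offsets, 69 with voom with quality weights and 797 with the adjusted p alone. Without r4, GC offsets gave 70 lower and 40 higher genes.

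Against control, all 7 Oxy186-treated samples gave 0 calls in every alternative, with 460 to 2591 genes at an unadjusted p under 0.05. Oxy210 gave 19 lower and 3 higher genes with DESeq2 and 7 lower with no filter. The 3 higher genes, named after their values were seen, were ZNF354C, AL662884.5 and SLCO1A2. Oxy186 against Oxy210 gave 1 higher gene with no filter, with all 21 libraries, with GC offsets, with GC and length offsets and with GC offsets and the block: RPL6P27, named after its values were seen and, as an RPL6 pseudogene by name, uncertain.

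Replicate numbers do not pair the samples: correlations of samples with the same number were over 0.1 in 0 of 7 pairs of control and Oxy186, 3 of 7 of control and Oxy210 and 1 of 7 of Oxy186 and Oxy210. With the block, Oxy210 gave 1 lower gene, TFF2, named after its values were seen. With GC offsets and the block, r1-r4 gave 51 lower and 11 higher genes. Control samples r5-r7 share no replicate number with r1-r4, so results for r1-r4 with the block rest on fewer control samples. With the block alone the sign changed for SHH (-0.13) and PTCH1 (0.021), and for the TGF-β list in r1-r4 (adjusted p 0.841) and the cholesterol list in all 7 (0.734). With GC offsets and the block it changed for PTCH1 (0.11), SMO (0.16), SUFU (0.11), KIF7 (0.55), GLI2 (0.39), PRR7 (0.25), MYC (0.15), CCND1 (0.19), SNAI1 (0.18), JUNB (0.81) and SMURF2 (-0.16).

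Signs of log2 fold changes in r1-r4 changed with GC offsets for SMO (0.14), KIF7 (0.38), GLI2 (0.22), PRR7 (0.19), MYC (0.039), CCND1 (0.020), TJP1 (-0.019), JUNB (0.60) and SMURF2 (-0.18). With GC and length offsets they changed for SMO (0.15), KIF7 (0.41), GLI2 (0.24), GRIN2D (0.0072), PRR7 (0.17), MYC (0.057), CCND1 (0.030), TJP1 (-0.0039), JUNB (0.56) and SMURF2 (-0.17). With GC offsets keeping each library's mean they changed for SMO (0.028), KIF7 (0.27), GLI2 (0.10), PRR7 (0.079), TJP1 (-0.13), JUNB (0.49) and SMURF2 (-0.29). Leaving out 1 library changed the sign of SHH without r1 (range -0.023 to 0.19), PTCH1 without r3 (-0.15 to 0.029), MYC without r4 (-0.20 to 0.029) and SMURF2 without r1 (-0.030 to 0.16). For named genes over all settings, 55 other values were weaker, 5 stronger and 469 the same.

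For PC1 of Oxy210, removal of the GC trend gave another axis, close to PC2 (Pearson r = 0.97 over the 21 tumors), on which the sign of the difference has no counterpart (two-sided exact permutation p = 0.271). The other settings gave a p from 0.114 to 0.153. The basal cell carcinoma set reversed with GC offsets in r1-r4 (p = 0.347) and all 7 (0.401), and lost significance with camera's estimated correlation (0.136 and 0.332) and, in all 7, with fry (0.166). Adjusted over the 30 tests, the set in all 7 was also above 0.05 with camera at a correlation of 0.01 (0.0650) and with the log2 fold change ranking (0.0617). Of 30 list tests, 7 had an adjusted p at or under 0.05, against 4 with camera at a correlation of 0.01, 3 with fry and 0 with the estimated correlation, where 0 had an unadjusted p under 0.05. GC offsets reversed the HH (adjusted p 0.549), LXR (0.549), RT-qPCR (0.495) and TGF-β (0.569) lists in r1-r4, the HH (0.563) and LXR (0.657) lists in all 7 and the WNT feedback list in Oxy210 (0.657), which also reversed with the log2 fold change ranking (0.619). The cholesterol list in all 7 reversed with fry (0.917), log2 fold change (0.986) and voom (0.537), and the HH list in Oxy210 with camera (0.910 and 0.952) and fry (0.921). Among list tests, 14 were weaker, 4 stronger and 155 the same.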

Differences from the paper's values

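The paper gives more than 1700 genes as significantly downregulated in Oxy186-treated samples r1-r4. Here edgeR's quasi-likelihood test gave 1370 and limma voom 1333, and no alternative at the same threshold gave more than the 1586 of the replicate block, while the adjusted p alone gave 2526. The cause was not tested.

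The paper gives 142 genes as significantly upregulated in Oxy186-treated samples r1-r4, and edgeR's quasi-likelihood test gave 36. None of the alternatives set before the data were examined closed the gap. The counts were 48 with limma voom, 56 with DESeq2, 46 with library size alone, 49 with RLE normalization, 66 with no filter, 21 with at least 10 counts in every library, 63 with all 21 libraries in the fit, 49 with the replicate block, 58 with GC offsets, 59 with GC and length offsets, 11 with GC offsets and the block, 38 to 57 without 1 of r1-r4, and 797 with the adjusted p alone. Alternatives chosen after seeing the values gave 38 with GC offsets keeping each library's mean and 69 with limma voom with library quality weights.

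The paper states that GLI1 was downregulated in Oxy186-treated xenografts by RT-qPCR. In RNA-seq of r1-r4 GLI1 was also lower (log2 fold change -0.77), with an unadjusted p of 0.0127 and an adjusted p of 0.0588 in edgeR. RT-qPCR measured only a few genes, in tumors the paper does not name. Its p is therefore not on the scale of a p adjusted over all genes. DESeq2 (0.0308), no filter (0.0436) and leaving out r3 (0.0425) brought GLI1 to an adjusted p at or under 0.05, over a range from 0.0308 to 0.958 across its alternatives.

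By RT-qPCR the paper also states lower MYC, CCND1, SNAIL, ZEB1, VIM and TJP1 in Oxy186-treated xenografts. In RNA-seq of r1-r4, edgeR's log2 fold changes were -0.093, -0.15, -0.72, 0.47, 0.19 and 0.17, none with an adjusted p at or under 0.05, and ZEB1 alone of these had an unadjusted p under 0.05.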

Other observations

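The tests of simulated GC trends, introns, the effect of treatment on GC slopes, mitochondrial genes, lists and unadjusted p against other splits and genes called after GC offsets were chosen only after the results were seen.

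Lower genes outnumbered higher genes in r1-r4 against control, and this was weighed against technical explanations. With GC offsets 143 genes were lower and 58 higher, and adding gene length gave 142. The fitted GC trend alone therefore does not account for all of the excess, though a GC effect that this fit misses stays open. The median total count of r1-r4, 15106500, lay within the control range, as did each of these 4 totals. The 10 most abundant genes took from 8.57% to 12.4% of counts in r1-r4 (median 10.1%) and from 9.89% to 12.0% in control, so their share was not higher throughout r1-r4. Fewer mouse reads on human genes cannot be told apart as a part of the excess: 9 of 13 stroma markers were below 0 (median log2 fold change -0.32), and as a set they had an adjusted p of 0.434. In 100 splits of the 11 samples, 1 gave as many calls, the real one included, and with GC offsets again 1 of 100. The paper chose r1-r4 for their difference from control samples, which favors the real split, so these counts do not exclude an uneven grouping by chance.

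GC content may account for most of the lower genes. Simulations of the libraries' GC trends alone gave a median of 905 lower genes, from 837 to 1008 over 10 runs, and a maximum of 0 after GC offsets. Each run gave fewer than the 1370 observed. The simulated trends had the form that the offsets fit, and genes were drawn independently. The 0 after offsets was therefore set by the design, and neither count excludes a GC effect of another form behind the other genes. Of the 850 lower genes in the 10% of genes with the highest GC content, 48 were also lower with offsets. RT-qPCR does not use these libraries, and by it the paper found lower GLI2 and all 10 genes of Fig. 7C to E. With GC offsets 9 of these 10 stayed below 0, but only 3 had an adjusted p at or under 0.05 in edgeR. Log2 fold changes were then -0.027 for GRIN2D, -0.11 for RASSF7, 0.19 for PRR7 and 0.22 for GLI2. Whether the offsets also remove true differences was not tested. Across genes, which are not independent replicates, the partial correlation of the log2 fold change was -0.437 with exon GC content and -0.137 with intron GC content, so base composition around genes is a weaker match than exons. Whether Oxy186 treatment itself gives such a trend cannot be told apart from variation between libraries: GC slopes of all 7 Oxy186-treated samples and control gave a two-sided exact permutation p of 0.166, with r1-r4 and r5-r7 on opposite sides. Library preparation batches are not given.

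The basal cell carcinoma set and the HH list in r1-r4 may follow the GC trend as well, with a permutation p of 0.347 and 0.335 after GC offsets. As large a score for the set came from 13 of 100 splits in r1-r4 and 20 of 100 in all 7 samples, and for the HH list from 5 of 100. All 7 Oxy186-treated samples, Oxy210-treated samples, and Oxy186 against Oxy210 gave 0 calls, with 618, 2270 and 664 genes at an unadjusted p under 0.05, and 29, 10 and 44 of 100 splits gave as many such genes. Counts of calls test nothing here, since every split reaches 0 (100, 100 and 100).

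Messenger RNAs of the 13 protein-coding mitochondrial genes, which the paper does not discuss, were lower in r1-r4 (median log2 fold change -0.72, 12 of 13 below 0, 8 with an adjusted p at or under 0.05 in edgeR). The exception was MT-CO1 (0.12). The tables argue against GC content as the cause, since the median was -0.89 after GC offsets. Mean log2 CPM of these genes was 10.83, 11.14, 11.40 and 10.87 in r1 to r4, 11.56, 11.49 and 11.77 in r5 to r7, and from 11.50 to 11.99 in control. Over all 7 samples the median was -0.42 with 0 genes at an adjusted p at or under 0.05. Only 1 of 100 splits, the real one, gave as large a median, but r1-r4 were chosen from their expression, so an uneven grouping by chance stays open. A biological explanation was not tested.

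The other list results, apart from the HH list in r1-r4, had an adjusted p above 0.05 in fgsea. In r1-r4, all 7 Oxy186-treated and Oxy210-treated samples it was 0.358, 0.858 and 0.143 for cholesterol synthesis, 0.434, 0.741 and 0.412 for LXR targets, 0.358, 0.143 and 0.741 for WNT feedback targets, 0.668, 0.133 and 0.741 for TGF-β targets and 0.613, 0.143 and 0.741 for the RT-qPCR genes. The hypoxia list was at 0.143 in r1-r4, proliferation at 0.434 in r1-r4 and 0.412 in Oxy210, and stroma at 0.0812 in all 7. The HH list was at 0.0193 in r1-r4, 0.332 in all 7 and 0.847 in Oxy210. The paper measured JUNB, ATF3 and SMURF2 as TGF-β genes. Their log2 fold changes were -0.51, -0.18 and 0.054 in r1-r4 and -0.15, -0.35 and 0.12 in Oxy210, each with an adjusted p above 0.05 in edgeR. For JUNB, leaving out r1 gave an adjusted p of 0.0300, in a range up to 0.319 over its alternatives.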
